# Absence of S100A4 in the mouse lens induces an aberrant retina-specific differentiation program and cataract

**DOI:** 10.1038/s41598-021-81611-y

**Published:** 2021-01-26

**Authors:** Rupalatha Maddala, Junyuan Gao, Richard T. Mathias, Tylor R. Lewis, Vadim Y. Arshavsky, Adriana Levine, Jonathan M. Backer, Anne R. Bresnick, Ponugoti V. Rao

**Keywords:** Developmental biology, Diseases

## Abstract

S100A4, a member of the S100 family of multifunctional calcium-binding proteins, participates in several physiological and pathological processes. In this study, we demonstrate that S100A4 expression is robustly induced in differentiating fiber cells of the ocular lens and that *S100A4* ^(−/−)^ knockout mice develop late-onset cortical cataracts. Transcriptome profiling of lenses from *S100A4* ^(−/−)^ mice revealed a robust increase in the expression of multiple photoreceptor- and Müller glia-specific genes, as well as the olfactory sensory neuron-specific gene, *S100A5*. This aberrant transcriptional profile is characterized by corresponding increases in the levels of proteins encoded by the aberrantly upregulated genes. Ingenuity pathway network and curated pathway analyses of differentially expressed genes in *S100A4* ^(−/−)^ lenses identified Crx and Nrl transcription factors as the most significant upstream regulators, and revealed that many of the upregulated genes possess promoters containing a high-density of CpG islands bearing trimethylation marks at histone H3K27 and/or H3K4, respectively. In support of this finding, we further documented that *S100A4* ^(−/−)^ knockout lenses have altered levels of trimethylated H3K27 and H3K4. Taken together, our findings suggest that S100A4 suppresses the expression of retinal genes during lens differentiation plausibly via a mechanism involving changes in histone methylation.

## Introduction

The developing eye represents a fascinating model to interrogate the molecular mechanisms governing the commitment and specification of various ocular tissues, including the retina and lens. During embryogenesis, the retina develops from the neural epithelium of the optic vesicle, whereas the lens develops from the lens vesicle (LV) which is formed upon invagination of the lens placode ectoderm followed by separation of the LV from the surface ectoderm^1,2^. Once the LV is formed, the posterior cells of the LV elongate and differentiate into lens primary fibers, while the anterior LV becomes the epithelium covering the anterior portion of the lens. After the primary fibers fill the LV, epithelial cells at the equator exit the cell cycle and differentiate into secondary fibers. These fibers undergo terminal differentiation and eventually lose all cellular organelles, including the nuclei, and assume a radial packing organization with perfect hexagonal symmetry. The lens expresses various tissue-preferred and tissue-specific proteins including crystallins, aquaporin-0, gap junctional proteins and beaded filament cytoskeletal proteins required for maintaining lens function^1^.

Lens morphogenesis and growth are governed by various transcription factors (e.g. Pax6, Sox2, Six3, Maf, Prox1 and Hsf4) and growth factor regulated signaling pathways, including the TGF-β/BMP, FGF, Wnt, integrin, sonic hedgehog and Notch pathways. However, little is known about gene suppressive mechanisms and their role in lineage determination of the lens^1^. Our current data suggest that one protein potentially involved in these suppressive mechanisms is S100A4, a member of the large S100 family of calcium binding proteins^3,4^, whose expression is tissue-, cell- and cell cycle-specific^3,5^.

S100A4, used as a prognostic cancer biomarker^3^, has been shown to participate in proliferation, differentiation, cell motility, invasion, and immunity^3,4,6–8^. This protein interacts with several intracellular targets, including actin and non-muscle myosin IIA^9^, and is localized predominantly in the cytosol with some additional distribution to the nucleus^3,10^. S100A4 can regulate the signaling activity of various growth factors^11,12^, the secretion of matrix metalloproteinases^13^, and the epithelial to mesenchymal transition^3,7^. S100A4 expression is regulated transcriptionally by the Wnt/β-catenin pathway^14^, and epigenetically by DNA methylation^15^. Similar to other S100 proteins, Ca^2+^ binding to S100A4 promotes its interaction with target proteins^16^.

In this study, we found that S100A4 localizes specifically to mouse (*Mus musculus*) lens fiber cells, with expression being robustly upregulated in differentiating primary and secondary lens fibers. We further demonstrated that S100A4 knockout mice develop late-onset lens cortical opacification. To understand the role of S100A4 in lens differentiation and function, we evaluated the global gene expression profile of the S100A4 knockout lens using RNA-seq. This analysis revealed that, without S100A4, lens fibers exhibit a robust upregulation of the retinal transcriptome, particularly photoreceptor-specific genes and transcription factors required for specifications of rods, cones and Müller glia. These transcriptome changes are accompanied by chromatin remodeling involving histone-3 lysine (H3K) methylation. Taken together, our findings suggest that S100A4 suppresses the transcription of sensory neuron genes during lens development and differentiation.

## Results

### S100A4 is robustly expressed in and distributes discretely to differentiating and mature lens fibers

The expression pattern of S100A4 in developing mouse lens was assessed by immunofluorescence staining of eye sections obtained from embryonic, neonatal and weaning stage animals. Figure 1A shows the marked upregulation of S100A4 expression in differentiating and elongating primary fibers of the embryonic lens, starting at E12.5 and continuing through weaning age (analyzed up to P21). Notably, little to no S100A4 was found in the lens epithelium and none was observed in the retina, cornea or other ocular tissues. Despite the previously published suggestion that S100A4 may be expressed in the bovine retina^17^, we did not detect S100A4 in mouse retina. Whether this discrepancy is related to a species-specific difference requires further evaluation in a future study.

**Figure 1:**
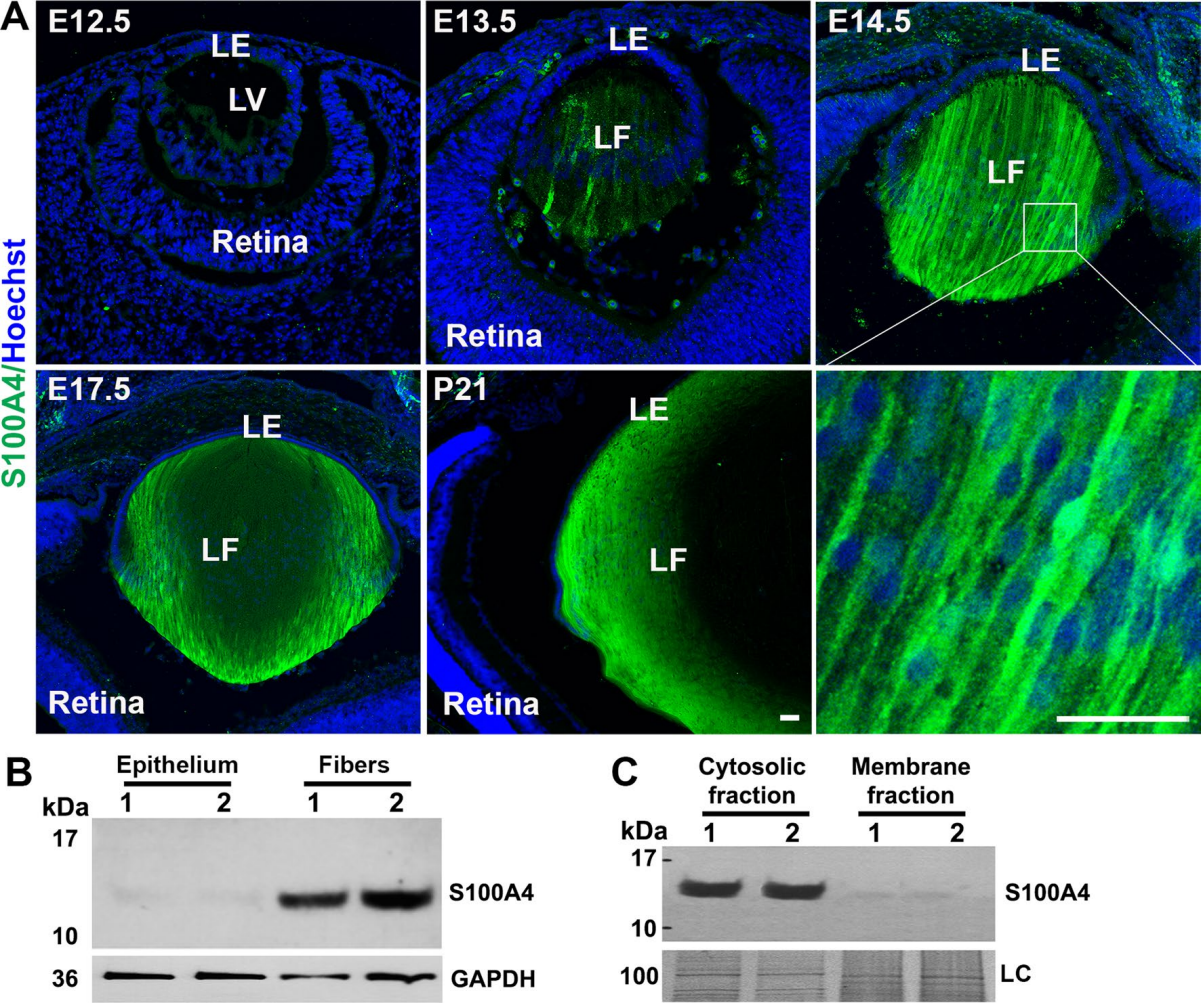
Expression and distribution of S100A4 in differentiating and mature fibers of the mouse lens. (**A**) Immunofluorescent staining of S100A4 distribution (green) in sagittal sections of embryonic (E12.5, 13.5, 14.5 and 17.5) and differentiated (P21) mouse lenses. Nuclei are stained with Hoechst (blue). There seems to be no nuclear localization of S100A4 in lens fibers as shown in the bottom right panel (magnified image of the indicated area of E14.5 lens). *LE* lens epithelium, *LV* lens vesicle, *LF* lens fibers. Scale bars 20 μm. Representative images of one of three independent specimens analyzed are shown. (**B**) Immunoblot analysis of S100A4 in P21 mouse lens epithelium and fiber mass reveals its distribution specifically in fibers. (**C**) Immunoblot of S100A4 in P21 mouse lens lysates show its distribution primarily to the soluble (100,000 g supernatant) fractions compared to membrane fractions (100,000 g pellet). For soluble and membrane fractions, protein samples from the respective fractions separated on SDS-PAGE were stained with Gelcode blue with the staining intensity of the indicated protein band used as a loading control (LC). GAPDH was used as a loading control (**B**). Lanes 1 and 2 represent two biological replicates (**B**,**C**).

Consistent with immunofluorescence results, S100A4 was detected only in lens fiber cell fraction with almost no S100A4 detected in the epithelial fraction (Fig. 1B). At the subcellular level, S100A4 exhibits a cytoplasmic distribution pattern with no obvious presence in the nucleus of lens fiber cells (Fig. 1A, bottom right panel). Additionally, to determine whether S100A4 is present in the nuclei of lens fibers, the nuclear fraction was extracted from P30 lens fibers and subjected to immunoblotting. Whereas some S100A4 was detected in the nuclear fraction, its relative amount did not exceed that of contaminating GAPDH used as a cytosolic marker (Supplementary Fig. S1A), which suggests that S100A4 is essentially a cytosolic protein in the lens. Immunoblot analysis further confirmed that S100A4 is a soluble protein with only a trace amount detected in the membrane-enriched fraction (Fig. 1C). Because S100 proteins can be secreted and interact with various cell surface targets to regulate cellular activities^9^, we tested whether S100A4 could be secreted from the lens. Lenses from P22 old mice were organ cultured for 48 h and conditioned medium was concentrated and subjected to immunoblotting. However, no detectable S100A4 was observed (Supplementary Fig. S1B).

Additionally, expression of *S100A4* and several other members of the S100 family, was reliably detected in RNA-seq analyses of P30 mouse lenses (Supplementary Table S1). 

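These values came from the 2 RNA-seq libraries of wild type (WT) lenses, each made from 6 to 12 pooled lenses of mice at postnatal day 30 (P30). For each gene, the authors deposited a normalized expression value, the number of reads counted on the gene divided by a size factor of the library. A single read was worth 1.04 in the first WT library and 1.09 in the second, so a value is close to a number of reads. Of 16 genes listed for the S100 family, 10 were analysed here, and all 10 of these had reads in both WT libraries. They lie on chromosome 3 of the mouse genome build GRCm38, apart from *S100b*, which lies on chromosome 10 from 76253853 to 76261159. *S100a4* (ENSMUSG00000001020), on chromosome 3 from 90603771 to 90606045, had 13810 reads in the first WT library and 13138 in the second. *S100a6*, from 90612882 to 90624181, had 23544 and 20985 reads. At the low end, *S100b* had 17 and 27 reads and *S100a5* had 8 in each library. *S100a7a* had 13 and 3 reads, and 3 reads was taken as the smallest number that shows a gene.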

The relative levels of *S100A6* expression (relative units-RU: 23,779) was found to be higher than that of *S100A4* (14,401 RU), while the expression levels of *S100A10* (4,056 RU), *S100A11* (1,155 RU), *S100A16* (923 RU), *S100A1* (189 RU), *S100A13* (39 RU) and *S100B* (23 RU) were much lower. 

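The mean normalized value in WT lenses was 23780.0 ± 1136 (SD, n = 2 libraries) for *S100a6* and 14402 ± 24.7 (SD, n = 2) for *S100a4*, and *S100a6* was the higher of the pair in both libraries. The next were *S100a10* at 4056 ± 156 (SD, n = 2), *S100a11* at 1155 ± 34.6 (SD, n = 2) and *S100a16* at 923 ± 31.0 (SD, n = 2). *S100a1* was at 189 ± 10.9 (SD, n = 2), *S100a13* at 39.1 ± 6.6 (SD, n = 2) and *S100b* at 23.7 ± 8.4 (SD, n = 2). With each library scaled to the same total in place of the authors' size factors, the order of the 10 genes was unchanged, with means of 23557 for *S100a6* and 14264 for *S100a4*. The values are not divided by the length of the transcript, so a difference between genes also carries a difference in their lengths.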

Consistent with our findings, the iSyTE database for the gene expression profile of mouse lens also confirms expression of various genes of the S100 family^18^.

### S100A4 deletion induces late-onset lens opacification in mice

Having found that S100A4 is robustly expressed in the wild type (WT) mouse lens, we asked whether S100A4 is required for lens development and function. We examined the ocular phenotype of the well-characterized *S100A4*^−/−^ mouse, which has been shown to grow and breed normally^19^. We confirmed absence of S100A4 expression in *S100A4 *^−/−^ mouse lenses by immunofluorescence analysis (Fig. 2A). These mice displayed bilateral opalescent cataract with onset at ~ 8 months of age (Fig. 2B,C), with the phenotype being much more prevalent in female animals. While there was no difference in lens weight between *S100A4*^−/−^ (7.15 ± 0.08 mg/lens; n = 10) and WT (7.11 ± 0.04 mg/lens; n = 8) mice, histological analysis of *S100A4*^−/−^ mouse cataractous lenses revealed swollen and disorganized fibers at the outer cortical region exhibiting abnormal accumulation of vacuoles, relative to those in the nuclear region (Fig. 2D). Additionally, none of the lenses from the *S100A4*^−/−^ mice exhibited a nuclear cataract as shown in Fig. 2C. These data demonstrate that S100A4 is required for maintenance of lens transparency. Further studies are required to understand the molecular basis of cataract formation and apparent gender-related difference in cataract formation in *S100A4*^−/−^ mice.

**Figure 2:**
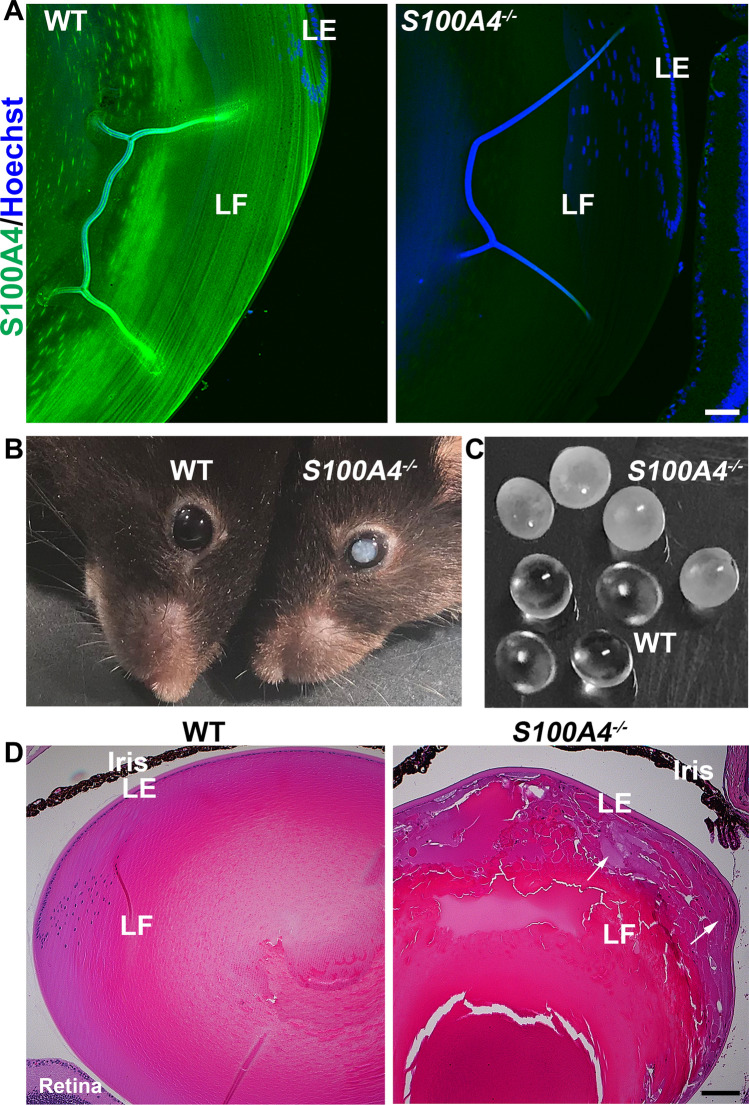
S100A4 deletion induces late-onset opalescent cataract in the mouse. (**A**) Confirmation of S100A4 absence in P30 *S100A4*^−/−^ mouse lens relative to WT littermate lenses based on immunofluorescence analysis. Scale bar 50 µm. (**B**) A 9-month-old S*100A4*^−/−^ mouse exhibits an opalescent cataract phenotype compared to the clear lens in a littermate WT mouse. (**C**) Enucleated lenses from 9-month-old *S100A4*^−/−^ mice show opalescent opacity compared to clear lenses of WT mice. (**D**) Histological analysis (hematoxylin and eosin staining) of the lens from 8.5 months-old *S100A4*^−/−^ mouse reveals extensive swelling and disorganization of cortical fibers (indicated with arrows). Representative images are taken from three biological replicates. *LE* lens epithelium, *LF* lens fibers. Scale bar 100 μm.

### S100A4^−/−^ mouse lens maintains normal actin cytoskeleton organization, calcium level, and gap junctional activity

We next explored whether S100A4 plays a role in actin cytoskeleton organization, calcium homeostasis, and gap junctional activity, all of which are key determinants of lens transparency^20,21^. These studies did not uncover any significant differences between mature lenses of *S100A4*^−/−^ and littermate WT mice, either in actin cytoskeletal organization (1 month-old mice; Supplementary Fig. S2A), levels of calcium (2 month-old mice, Supplementary Fig. S2B), and gap junctional coupling activity (2 month-old mice, Supplementary Fig. S2C), suggesting that S100A4 does not influence any of these important characteristics in the mature lens. Whether these characteristics are altered as a function of aging in the *S100A4*^−/−^ mouse lens needs to be addressed in future studies.

### S100A4 deletion induces aberrant gene expression in the mouse lens

To gain insight into the role of S100A4 in lens function, we analyzed gene expression profiles of 1-month-old *S100A4*^−/−^ and their WT littermates using RNA-seq. 

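RNA of 2 pools of *S100A4*-/- lenses and 2 pools of WT littermate lenses was made into stranded mRNA libraries, and the 4 libraries were sequenced with single-end reads in 1 lane. The authors trimmed the reads with Trim Galore, mapped them to GRCm38 (v73) with STAR and counted reads of a single genomic locus on genes with HTSeq. They kept genes with at least 10 reads in any library and divided the counts by DESeq2 size factors, and these quotients are the values they deposited, for 14924 genes. In each library 100.0% of the values were whole multiples of the value of 1 read, which gave back the read counts. The number of reads on genes was 81602367 and 74108017 in the *S100A4*-/- libraries and 70253985 and 68038158 in the WT libraries. The 10 genes with the most reads held between 60.1% and 61.7% of the reads of a library. The floor of 3 reads corresponds to a normalized value of 2.57 and 3.04 in the *S100A4*-/- libraries and of 3.13 and 3.28 in the WT libraries, and it covers counting error only. The targeted gene, *S100a4*, had normalized values of 14.6 and 18.2 in the *S100A4*-/- libraries and of 14420 and 14385 in the WT libraries. Its log2 fold change was −9.70 (standard error 0.10, limma, Benjamini-Hochberg adjusted p = 6.42e-41), and every library matched its label. From there, *S100A4*-/- and WT libraries were compared with limma on log2(value + 1) over the 14780 genes with a value of at least 10 in at least 1 library. A fold change on this scale understates the change of genes with few reads. The choices that could change the numbers are the pseudocount, this filter, the scaling of the libraries and the test. The replicate libraries of a group differed by more than sampling noise. The chi-square per gene was 51.2 between the *S100A4*-/- libraries and 16.9 between the WT libraries, where sampling noise alone gives 1. Its medians were 1.36 and 1.06, where sampling noise gives 0.455. The paper describes the libraries as biological replicates, and they were counted as separate samples. The spread alone cannot show this, since it was set against sampling noise only. The paper's text does not name the sex of the mice in each pool.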

Two biological replicates (derived from 6 to 12 pooled lenses/sample) were used per group. 

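The number of genes counted as expressed depended on the rule. A value above 0 in at least 1 library of the group was found for 14893 genes in WT and 14923 in *S100A4*-/- lenses. A value above 0 in both libraries was found for 14765 and 14896 genes. With a value of at least 10 in at least 1 library of the group, 14020 genes were expressed in WT and 14463 in *S100A4*-/- lenses, and with at least 10 in both libraries 13229 and 13661. The paper's 14021 for WT was nearest to 14020, by a value of at least 10 in at least 1 library. Its 14925 for *S100A4*-/- was nearest to 14923, by a value above 0 in at least 1 library. The nearest rule thus differed between the groups. There were 31 genes with no read in either WT library, and their median was 19.0 reads over the *S100A4*-/- libraries together. There was 1 gene with no read in either *S100A4*-/- library. The *S100A4*-/- libraries were also the deeper ones, and genes whose reads fell below 10 in all libraries are not in the table.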

The total number of expressed genes was 14,021 in WT (Supplementary Table S1) and 14,925 in *S100A4*^−/−^ (Supplementary Table S1) lenses. 

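Principal components were computed on log2(value + 1) of the 500 genes with the largest variance, without scaling each gene. The first component held 74.4% of the variance. On it the *S100A4*-/- libraries scored 27.2 and 24.9 and the WT libraries −24.3 and −27.7, so it parted the groups. The share depended most on the pseudocount and on the genes used, with 90.0% at a pseudocount of 5 and 63.0% over all genes that pass the filter. Without *S100a4* and *S100a5* it was 73.2%. With 4 libraries there are only 3 components.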

Principal component analysis revealed that the greatest contributor to variance of individual gene counts (by 95%) was the genotype (Fig. 3A). The variation between biological replicates of the same group was much smaller (by 4%) (Fig. 3A). 

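The second component held 16.5% of the variance and the third 9.10%. The second separated the WT libraries, with scores of −17.9 and 16.8, while the *S100A4*-/- libraries scored 0.58 and 0.56 on it. With a pseudocount of 5 the second component held 6.19%. The spread between WT replicates was thus larger on this component than the spread between *S100A4*-/- replicates, and both were smaller than the distance between the groups on the first.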

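The clustering was repeated with a correlation distance (1 minus Pearson's r between libraries, on z-scores per gene) over the 550 genes with at least a 2-fold change and an adjusted p of at most 0.05 by limma. The distance was 0.591 between the *S100A4*-/- libraries and 1.16 between the WT libraries, against 1.53 to 1.56 between libraries of different groups. These genes were chosen for a difference between the groups, so the distances were also computed on log2 values of all 14780 genes tested. There the distance was 0.0119 between the *S100A4*-/- libraries and 0.0132 between the WT libraries, and 0.0246 to 0.0260 between groups. In both cases the replicates of a group joined first.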

Consistently, heat map construction (z-score normalized) and hierarchical clustering of the differentially expressed genes (DEGs; which we define as genes exhibiting a fold-change ≥ 2 and an adjusted p-value ≤ 0.05) revealed a closer clustering between the two *S100A4*^−/−^ and two WT biological replicates than among *S100A4*^−/−^ and WT transcriptomes (Fig. 3B).

**Figure 3:**
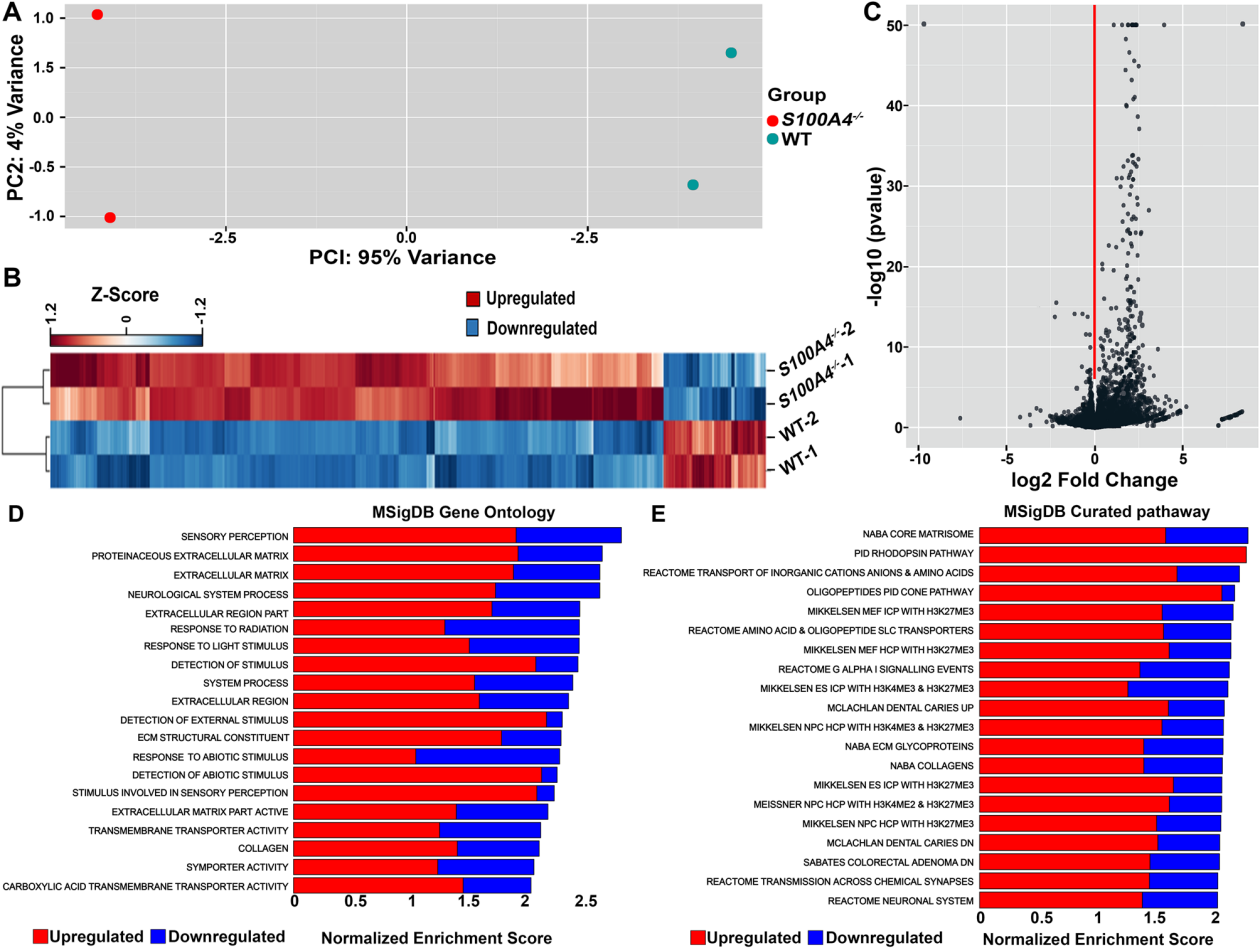
Aberrant profile of the S100A4 knockout lens transcriptome. (**A**) Two-dimensional plot of the principal component (PC) analysis for RNA-seq data of *S100A4*^−/−^ (red) and littermate WT (green) mouse lenses (n = 2; for each sample 6–12 lenses were pooled derived from P30 mice. The X axis and Y axis depict the PC1 and PC2, respectively. The value after the PC identifier displays the proportion of variance. (**B**) Heat map of expression values of differentially expressed genes in *S100A4*^−/−^ lenses compared to littermate WT lenses. Only differentially expressed genes (≥ twofold difference in expression, adjusted P value of ≤ 0.05) were used for creating the heat map. Each column corresponds to one sample, and each row corresponds to a gene. The genes are hierarchically clustered using a correlation distance with complete linkage and show the similarity of their expression profiles between *S100A4*^−/−^ and littermate WT samples. (**C**) The volcano plot showcasing the results of the comparison between S100A4^−/−^ and littermate WT samples. The log2-fold changes which were calculated based on *S100A4*^−/−^ /WT were plotted on the x-axis. The − log10 p-values are plotted on the y axis. Each dot represents a gene. (**D**,**E**) Gene enrichment analysis of differentially expressed genes in *S100A4*^−/−^ mouse lens. Gene enrichment analysis was performed using the Molecular Signatures Database (MSigDB) using the results of the comparison of genes in *S100A4*^−/−^ lenses compared to WT lenses. The top 20 most significantly enriched GO terms (**D**) and KEGG curated pathways (**E**) were illustrated by their normalized enrichment score. Red and blue bars show proportional upregulated and downregulated genes in a given pathway, respectively.

This analysis revealed a dramatic upregulation of several DEGs in *S100A4*^−/−^ lenses (Fig. 3B). 

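Of the 14780 genes tested, 539 were at least 2-fold higher and 11 at least 2-fold lower in *S100A4*-/- than in WT lenses at an adjusted p of at most 0.05 (limma, Benjamini-Hochberg). The 2 *S100A4*-/- values lay on the same side of both WT values in 46.9% of all genes tested, and chance gives 33.3% with 2 libraries against 2. The count moved most with the treatment of the fold change and of the variance. Tested against a change of less than 2-fold (limma treat), 168 genes were higher and 3 lower, and with no fold threshold 831 were higher and 197 lower. With limma fitted without a trend of variance with expression, 174 were higher and 7 lower. After *S100a5*, the largest rise was that of *Crb1* (chromosome 1, 139197056 to 139377100), from 9.97 ± 11.0 (SD, n = 2) in WT to 144 ± 3.22 (SD, n = 2) in *S100A4*-/- lenses. Its log2 fold change was 4.23 (standard error 0.46, limma, Benjamini-Hochberg adjusted p = 6.56e-09), and its 17 and 2 reads in the WT libraries set the limit to its precision. *Dct* (chromosome 14, 118012790 to 118052244) rose from 38.1 ± 9.59 (SD, n = 2) to 582 ± 0.20 (SD, n = 2), a log2 fold change of 3.92 (standard error 0.18, limma, Benjamini-Hochberg adjusted p = 7.41e-20). The other 7 of the 10 largest rises, *Chrna6*, *Pianp*, *Spp1*, *Gad2*, *St6gal2*, *Scn7a* and *Kcnc2*, had at most 3 reads in either WT library. They were between at least 3.68-fold (*Kcnc2*) and at least 9.29-fold (*Pianp*) higher, as lower bounds against the value of 3 reads. These are bounds on the ratio of the group means and do not cover the spread between libraries. With each library left out in turn, the log2 fold change of *Pianp* lay between 2.88 and 4.93 and that of *Kcnc2* between 3.38 and 3.92.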

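Without any test, 1001 genes were at least 2-fold higher and 140 at least 2-fold lower in *S100A4*-/- lenses, and 2611 of the genes tested had an unadjusted p under 0.05. The median log2 fold change of all genes tested was −0.005. The genes past the threshold in the upward direction were expressed at low levels, with a median of their mean value over the 4 libraries of 52.4 against 313.6 for all genes tested. Of the 539 genes, 258 had a mean value under 50, and 34 had at most 3 reads in both WT libraries. The 281 with a mean value of at least 50 had a median log2 fold change of 1.84, with quartiles of 1.34 and 2.14. Quantile normalization between the libraries gave 376 genes higher and 23 lower past the threshold. Without any test it gave 721 genes at least 2-fold higher and 394 at least 2-fold lower.

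**Figure D1:**
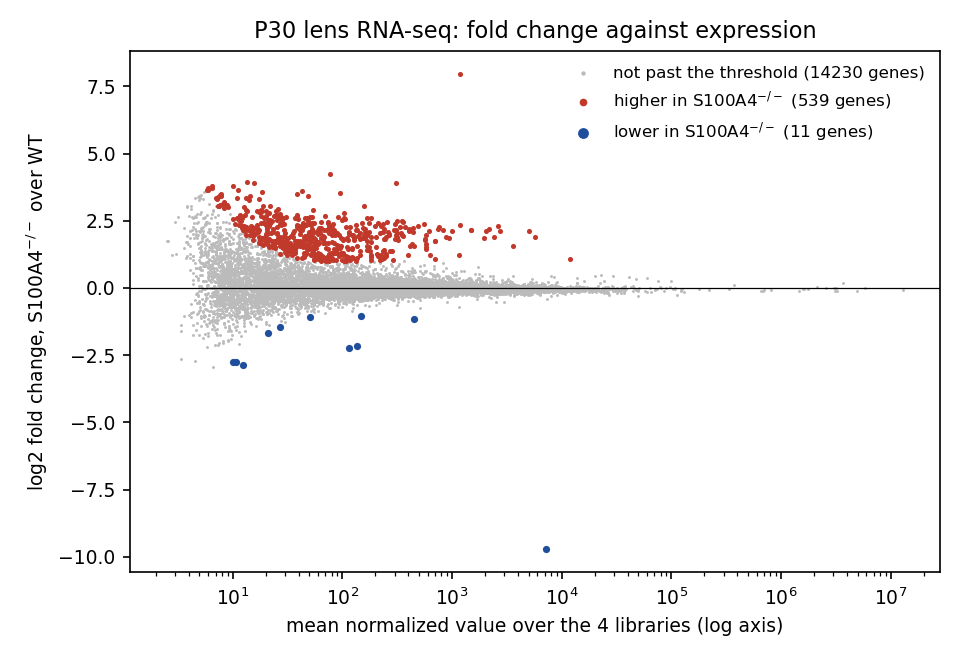
Log2 fold change of *S100A4*-/- over WT lenses (vertical axis, on log2(value + 1)) against the mean normalized value over the 4 libraries (horizontal axis, log scale), 1 point per gene tested. The 539 genes past the threshold in the upward direction lie mostly at low and middle mean values, and *S100a5* and *S100a4* are the most distant points above and below 0.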

A volcano plot in Fig. 3C demonstrates that the number of upregulated genes in the knockout was much higher than the number of downregulated genes. 

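Count models were fitted to the read counts recovered from the deposited values. DESeq2's Wald test gave 421 genes higher and 6 lower, and 424 of these genes also passed with limma. The quasi-likelihood test of edgeR gave 553 higher and 11 lower, of which 537 passed with limma. All 3 tests shared 418 genes higher and 6 lower. Supplementary Table S1 was used for 1998 genes, whose values there were equal to the deposited ones. By the paper's own fold changes and adjusted p-values in that part, 382 genes passed, and all 382 also passed here with limma and with DESeq2. The DESeq2 log2 fold changes computed here differed from the paper's by a median of 0.0008 over 1993 genes.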

Based on the criteria of fold-change ≥ 2 and adjusted p-value of ≤ 0.05, 383 unique transcripts were upregulated while 5 gene transcripts exhibited downregulation in *S100A4*^−/−^ lenses (Supplementary Table S2). The fact that ~ 99% of DEGs were upregulated suggests that S100A4 functions to suppress gene expression in the lens. 

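Of the genes past the threshold, 98.0% were higher in *S100A4*-/- lenses with limma, 98.6% with DESeq2 and 98.0% with edgeR. The share was smaller with quantile normalization (376 higher, 23 lower) and with no fold threshold (831 higher, 197 lower). The size factors of the libraries assume that most genes do not change, and recomputed from the recovered reads they were 1.0000 times the deposited ones in each library. From the excess of upregulated over downregulated genes, the paper proposes that S100A4 acts to suppress gene expression in the lens.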

All raw RNA-seq data and normalized expression values are available in the Gene Expression Omnibus with accession number- GSE143909.

Gene Set Enrichment Analysis (GSEA) including gene ontology (Fig. 3D) and curated pathways from MSigDB (containing KEGG and Reactome data) (Fig. 3E), revealed that the genes upregulated in *S100A4*^−/−^ lenses encode proteins involved in sensory perception, neuronal system processes, rod and cone phototransduction pathways, transport of amino acids, G protein signaling, synaptic transmission and matrisome, and that the promoters of several upregulated genes contained a high density of CpG islands bearing trimethylation marks at histone 3-lysine (H3K27 and H3K4). Figure 3D,E depict the proportion of upregulated vs. downregulated genes within the indicated pathways.

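*Rab4a* (chromosome 8, 123805985 to 123835287) was at 39.4 ± 1.23 (SD, n = 2) in *S100A4*-/- and 189.9 ± 19.3 (SD, n = 2) in WT lenses, a log2 fold change of −2.24 (standard error 0.22, limma, Benjamini-Hochberg adjusted p = 3.58e-10). *Dynlt1b* (chromosome 17, 6430112 to 6436296) fell from 224 ± 5.99 (SD, n = 2) to 48.8 ± 6.01 (SD, n = 2), with a log2 fold change of −2.18 (standard error 0.20, limma, Benjamini-Hochberg adjusted p = 7.80e-11). Its value is uncertain, because near-identical copies of the gene lie nearby and only reads of a single genomic locus were counted. *Pttg1* (chromosome 11, 43420250 to 43426251) fell from 619 ± 74.5 (SD, n = 2) to 279 ± 4.96 (SD, n = 2), and *Cck* (chromosome 9, 121489824 to 121495694) from 199.6 ± 14.5 (SD, n = 2) to 96.4 ± 12.8 (SD, n = 2). Their log2 fold changes were −1.14 (standard error 0.11, limma, Benjamini-Hochberg adjusted p = 1.63e-10) and −1.05 (standard error 0.18, limma, Benjamini-Hochberg adjusted p = 3.65e-05). These 4 genes and *S100a4* itself also passed with DESeq2. Of the 6 other genes lower by limma, *Sox14* (−2.87, adjusted p = 0.0122) passed with DESeq2 as well (adjusted p = 0.0285). *Kng2*, *Gm21887*, *Gm15879*, *Tmem181b-ps* and *9630028B13Rik* did not, and their log2 fold changes lay between −2.77 (*Kng2*) and −1.08 (*9630028B13Rik*) with limma adjusted p-values of 0.0193 to 0.0441.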

Downregulated genes in *S100A4*^−/−^ lenses included *Rab4a, Pttg1, Cck* and *Dynlt1b* (Supplementary Table S2). GSEA did not reveal significant gene enrichment for any of the downregulated genes in *S100A4*^−/−^ lenses.

### Robust induction of the olfactory sensory neuron gene S100A5 in S100A4^−/−^ lenses

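*S100a5* (ENSMUSG00000001023) lies on chromosome 3 of GRCm38 from 90608523 to 90611780, on the same strand as *S100a4* and 2477 bases beyond its end. It had 2625 and 2429 reads in the *S100A4*-/- libraries against 8 in each WT library. Its normalized value was 2355 ± 151 (SD, n = 2) against 8.6 ± 0.3 (SD, n = 2), a log2 fold change of 7.94 (standard error 0.17, limma, Benjamini-Hochberg adjusted p = 1.72e-30). This is a 246-fold rise on the log2(value + 1) scale and a ratio of 275 between the group means. The log2 fold change moved most with a pseudocount of 5, to 7.44. *S100a6*, which begins 1101 bases beyond *S100a5*, had a log2 fold change of −0.15 (limma, Benjamini-Hochberg adjusted p = 0.0285). Of the 5 other S100 genes analysed within 100 kb of *S100a4*, none passed the 2-fold threshold, with *S100a13* at −0.57, *S100a16* at −0.22, *S100a1* at 0.20 and *S100a7a* at 0.23. S100 genes not analysed here are not covered. *S100a7a* has few reads, and its direction reversed under quantile normalization (−0.52).

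**Figure D2:**
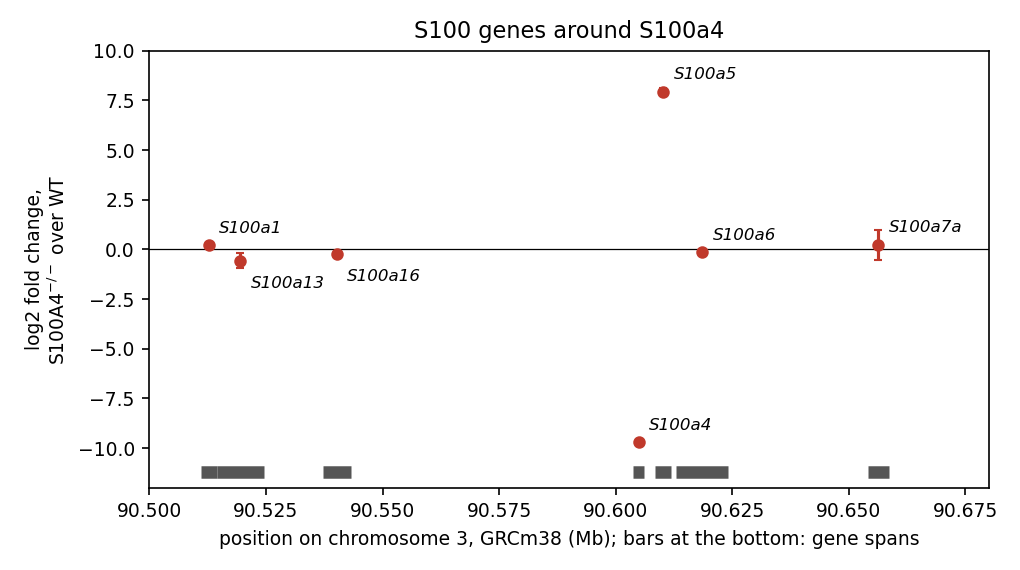
Log2 fold change of *S100A4*-/- over WT lenses (vertical axis, points with standard errors) of the S100 genes analysed around *S100a4* by position on chromosome 3 of GRCm38 in Mb (horizontal axis), with the spans of the genes as bars at the bottom. *S100a4* is at −9.70 and *S100a5* at 7.94, while the other 5 genes lie between −0.57 and 0.23.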

Interestingly, the gene with the highest level of induction in the *S100A4*^−/−^ lens was *S100A5* (~ 275-fold) (Supplementary Table S1). S100A5 is normally expressed in distinct brain regions^22^, most notably the olfactory bulb and olfactory sensory neurons^23^, where it is thought to participate in olfactory signaling^24^. We confirmed increased expression of the S100A5 protein in *S100A4*^−/−^ lenses by immunostaining and Western blotting analysis. Similar to S100A4 in the normal lens, S100A5 localizes primarily to lens fiber cells (Fig. 4A). Induction of S100A5 expression in the S100A4 knockout lens was observed starting at E16.5 (Fig. 4A). Analysis of P30 (1-month-old) lenses derived from *S100A4*^−/−^ mice also confirmed a robust increase in S100A5 protein levels by immunofluorescence (Fig. 4A), immunoblotting analyses (Fig. 4B), and qRT-PCR analyses (Fig. 4C) with no signal detected in littermate WT lenses. Neither S100A4 nor S100A5 were detected by either technique in the retinas of WT and *S100A4*^−/−^ mice (Supplementary Fig. S3), while lens lysate samples from WT and *S100A4*^−/−^ mice showed positive bands for S100A4 and S100A5, respectively (Supplementary Fig. S3). S100A5 is one of the least studied members of the S100 family^25^.

**Figure 4:**
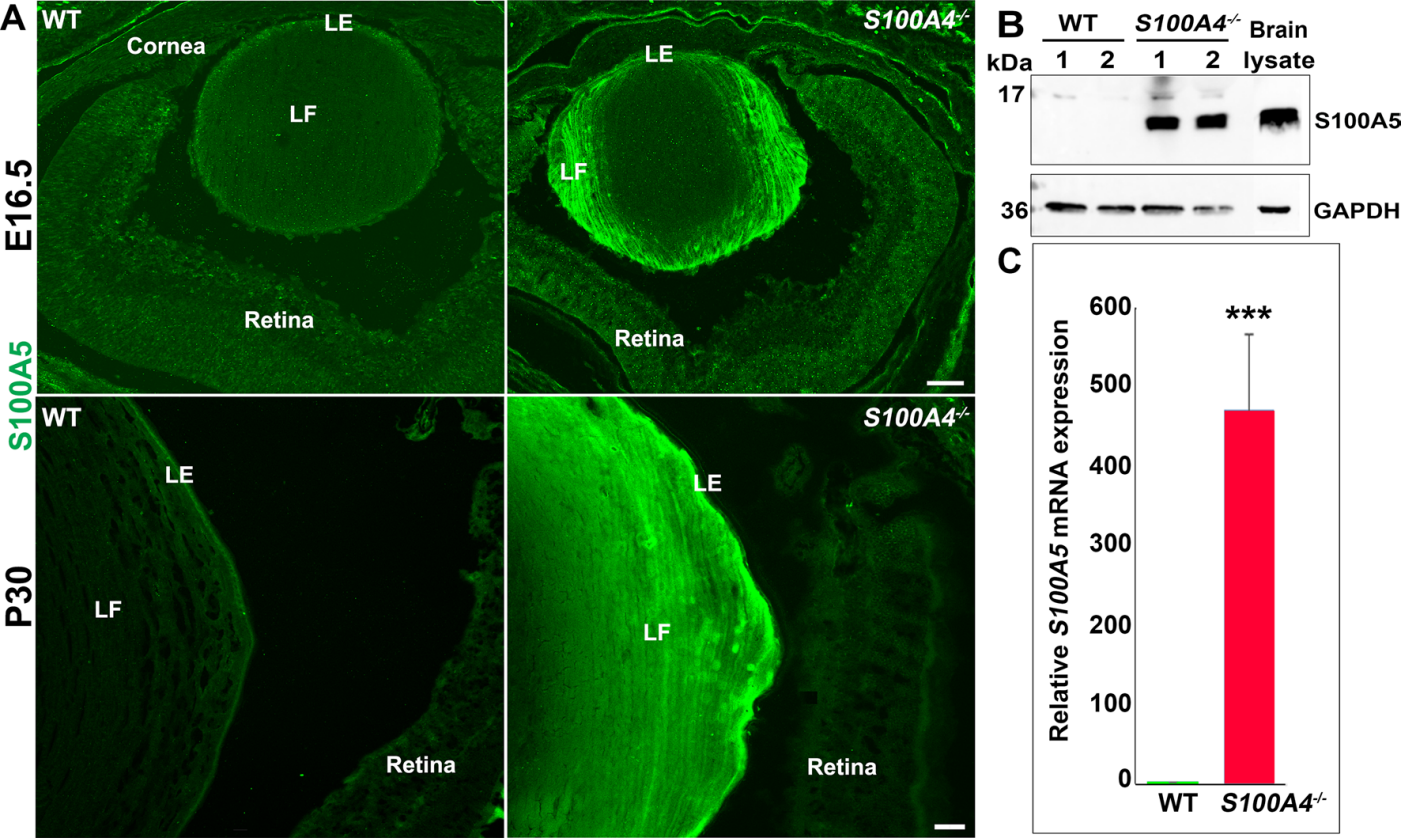
Robust induction of S100A5 gene expression and protein levels in mouse lenses lacking S100A4. (**A**) Immunofluorescence analysis of *S100A4*^−/−^ lens sagittal cryofixed sections derived from the E16.5 and P30 mice reveals induction of S100A5 protein, distributing (bright green stain) discretely to the fiber cells in comparison to its absence in littermate WT lenses. Similar to S100A4 (Fig. 1), S100A5 is not detectable in non-lens tissues of the eye. Data represent results from three biological replicates. *LE* lens epithelium, *LF* lens fibers. Scale bars 50 and 20 μm for E16.5 and P30 specimens, respectively. (**B**) Immunoblotting analysis based confirmation of increased levels of S100A5 in P30 *S100A4*^−/−^ lenses relative to littermate WT lenses. Data were shown for two representative biological replicates (lanes 1, 2), a total of four biological replicates were analyzed. GAPDH was used as a loading control. Brain lysate (in panel **B**) derived from P30 mice was used as a positive control. (**C**) Robust and significant (***P > 0.001, Student t test; n = 8) upregulation of S100A5 expression in P30 *S100A4*^−/−^ lenses compared to littermate WT lenses was confirmed by qRT-PCR and presented as relative-fold change in expression compared to WT.

### Upregulation of retina-specific genes in S100A4^−/−^ lenses

In addition to *S100A5*, the most significantly upregulated genes in *S100A4*^−/−^ lenses encode transcription factors regulating retinal and photoreceptor development (*Nrl*, *Crx*, *Nr2e3*, *Rax*, *Vsx2*, *Otx1* and *2*, *neurod1 and Rorb)* as well as proteins regulating retinogenesis (*Mab21l2*) and performing various photoreceptor-specific functions^26,27^. 

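Of these regulator genes 9 were examined, and all 9 passed the threshold with limma, with DESeq2 and with the adjustment made over the 9 genes alone, which shows no stability since the genes were named from these same data. Without limma's variance trend 3 of the 9 passed. Their median log2 fold change was 2.03 (SD 0.26 between genes), from 1.46 for *Nr2e3* to 2.36 for *Otx1*, and their median value in WT lenses was 50.6. *Nrl* (chromosome 14, 55518978 to 55524981) was at 559 ± 60.3 (SD, n = 2) in *S100A4*-/- and 134 ± 9.02 (SD, n = 2) in WT lenses, a log2 fold change of 2.05 (standard error 0.13, limma, Benjamini-Hochberg adjusted p = 1.62e-15). *Crx* (chromosome 7, 15865947 to 15879968) was at 353 ± 2.56 (SD, n = 2) against 87.1 ± 30.3 (SD, n = 2), with a log2 fold change of 2.05 (standard error 0.18, limma, Benjamini-Hochberg adjusted p = 1.35e-11) that stayed between 1.69 and 2.41 with each library left out in turn. *Otx2* (chromosome 14, 48657677 to 48673819) was at 72.7 ± 18.3 (SD, n = 2) against 19.2 ± 5.40 (SD, n = 2), with a log2 fold change of 1.88 (limma, Benjamini-Hochberg adjusted p = 1.41e-04). By limma's p-value among the 539 genes higher, *Nrl* ranked 41, *Crx* 78, *Mab21l2* 104 and *Rax* 112. *Nr2e3* ranked 173, *Neurod1* 176, *Otx1* 193, *Rorb* 206 and *Otx2* 259, while *S100a5* ranked 1 and *Col18a1* ranked 3.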

The latter included rhodopsin (*Rho*), transducin (*Gngt1* and *Gnat2*), peripherin-2 (*Prph2*), Rom1 (*Rom1*), arrestin-1 (*Sag*)*,* rhodopsin kinase (*Grk1*), cGMP phosphodiesterase (*Pde6 a, b* and *g*)*,* recoverin (*Rcvrn*), guanylate cyclase (*Gucy2F*), complexins (*Cplx*) and others (Table 1 and Table S2).

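Of the retinal genes of Table 1, 39 were examined, and all 39 passed the threshold with limma, with a median log2 fold change of 2.01 (SD 0.30 between genes), from 1.36 for *Rgs9* to 2.50 for *Rp1*. Their largest adjusted p was 1.41e-04 (limma, Benjamini-Hochberg), and 23 of the 39 passed when limma was fitted without a trend of variance with expression, the alternative that moved this count most. Quantile normalization moved their median most among the scalings, to 1.87. All 39 had at least 10 reads in each WT library, with a median value of 76.8 in WT lenses. The paper listed them from these same data, so the counts describe the size of the changes only. The rod transducin gene *Gnat1* (chromosome 9, 107674474 to 107679712) rose from 759 ± 32.3 (SD, n = 2) in WT to 3333 ± 8.23 (SD, n = 2) in *S100A4*-/- lenses, with a log2 fold change of 2.13 (standard error 0.06, limma, Benjamini-Hochberg adjusted p = 3.13e-25). Of the photoreceptor genes named in the text 14 were examined, complexins 1, 3 and 4 included, and all 14 passed with limma and 13 with DESeq2. The exception was the cone transducin gene *Gnat2*, with a log2 fold change of 1.34 (limma, Benjamini-Hochberg adjusted p = 0.0277) and an adjusted p of 0.159 by DESeq2. Of complexin 2, *Cplx2*, no change was detected (log2 fold change 0.15, limma, Benjamini-Hochberg adjusted p = 0.419). Of markers of tissues outside the neural retina, 7 of 8 pigment-cell genes and 5 of 6 ciliary body genes not named in the paper's text or figures passed the threshold in the same libraries. Fewer did of macrophages (5 of 9), endothelium (3 of 10), retinal pigment epithelium (2 of 6), smooth muscle (1 of 3), erythroid cells (1 of 5) and cornea (0 of 2, and 1 at an unadjusted p under 0.05).

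**Figure D3:**
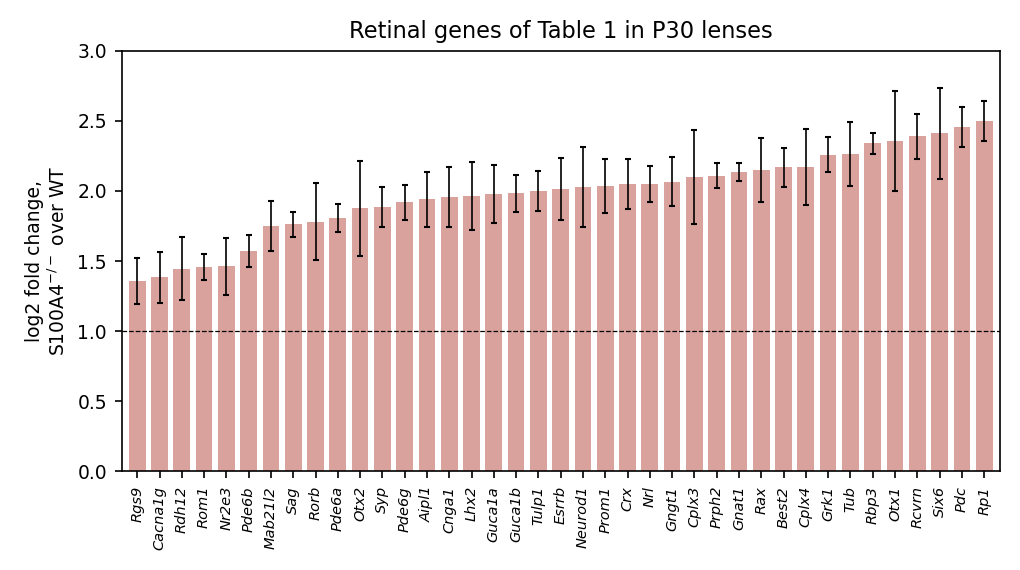
Log2 fold change of *S100A4*-/- over WT lenses (vertical axis, bars with standard errors, n = 2 libraries per group) of 39 retinal genes of Table 1 (horizontal axis), in order of size. The dashed line marks a 2-fold change, and all bars lie above it, from 1.36 (*Rgs9*) to 2.50 (*Rp1*).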

**Table 1:** Upregulated expression of retinal genes in the *S100A4*^−/−^ mouse lens.

Gene	Fold change	P value	Adj P value
*Aipl1*	3.9	5.96E−13	7.67E−11
*Best2*	4.5	1.54E−31	5.10E−29
*Cacna1g*	2.6	3.33E−08	2.67E−06
*Cnga1*	3.9	1.58E−11	1.77E−09
*Cplx3*	4.3	6.40E−06	3.539E−4
*Cplx4*	4.6	5.75E−09	5.06E−07
*Crx*	4.0	3.18E−18	6.00E−16
*Esrrb*	2.0	1.79E−11	1.98E−09
*Gnat1*	4.4	1.14E−163	3.41E−160
*Gngt1*	4.2	3.64E−18	6.79E−16
*Grk1*	4.8	9.22E−42	5.50E−39
*Guca1a*	3.9	2.75E−12	3.31E−10
*Guca1b*	4.0	1.13E−29	3.51E−27
*Lhx2*	2.0	4.41E−09	3.94E−07
*Mab21l2*	3.4	3.73E−13	4.88E−11
*Neurod1*	4.2	2.83E−07	1.99E−05
*Nr2e3*	2.8	1.74E−07	1.26E−05
*Nrl*	4.2	1.66E−32	6.33E−30
*Otx1*	5.0	1.83E−06	1.14E−4
*Otx2*	3.8	7.15E−05	3.006E−3
*Pdc*	5.4	2.40E−39	1.24E−36
*Pde6a*	3.5	1.22E−40	6.48E−38
*Pde6b*	3.0	5.23E−24	1.20E−21
*Pde6g*	3.8	9.25E−32	3.37E−29
*Prom1*	4.1	1.49E−14	2.20E−12
*Prph2*	4.3	5.63E−82	1.05E−78
*Rax*	4.3	3.51E−12	4.16E−10
*Rbp3*	5.1	2.67E−128	6.65E−125
*Rcvrn*	5.2	3.00E−29	9.15E−27
*Rdh12*	2.8	4.23E−06	2.392E−4
*RGS9*	2.6	3.13E−09	2.84E−07
*Rho*	4.5	4.94E−238	2.46E−234
*Rom1*	2.7	1.22E−30	3.86E−28
*Rorb*	3.5	2.78E−06	1.612E−4
*Rp1*	5.7	7.99E−38	3.98E−35
*Rs1*	4.8	1.95E−33	8.07E−31
*Sag*	3.4	5.65E−49	4.44E−46
*Six6*	5.6	7.87E−08	5.87E−06
*Syp*	3.7	2.27E−22	4.83E−20
*Tub*	4.8	3.20E−13	4.23E−11
*Tulp1*	4.0	7.93E−25	1.88E−22
*Vsx2*	4.3	3.05E−23	6.69E−21

Accordingly, the GSEA analysis revealed an enrichment of genes belonging to the rod and cone phototransduction, “G-alpha1 signaling”, “neuronal system”, “transmission across chemical synapse”, “sensory perception”, “neurological system process” and “response to light stimulus” pathways (Fig. 3D). 

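Of 18 genes of the phototransduction pathway (*Gnat1*, *Slc24a1*, *Gngt1*, *Sag*, *Grk1*, *Pde6a*, *Pde6b*, *Pde6g*, *Guca1a*, *Guca1b*, *Cnga1*, *Cngb1*, *Rgs9*, *Rgs9bp*, *Rdh12*, *Gucy2f*, *Gnb5* and *Gnb1*), 16 passed the threshold, also with DESeq2, and the median log2 fold change of the 18 was 1.90. *Gnb5* (0.57, limma, Benjamini-Hochberg adjusted p = 9.69e-04) and *Gnb1* (0.19, limma, Benjamini-Hochberg adjusted p = 0.0074) rose by less than 2-fold. The smallest number of reads of any of the 18 genes in a WT library was 12. Of 18 genes of sensory perception, among them *Prph2*, *Rbp3*, *Pdc*, *Rcvrn*, *Tulp1*, *Slc26a4* and *Efemp1*, all 18 passed. Their median log2 fold change was 2.10, and the largest of their adjusted p-values (limma, Benjamini-Hochberg) was that of *Crx*, 1.35e-11.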

Figure 5A,B volcano plots showcase the DEGs involved in the phototransduction pathway and sensory perception, respectively. The upregulation of several retina and photoreceptor-specific genes in *S100A4*^−/−^ lenses was confirmed by qRT-PCR (Fig. 5C). Additionally, immunoblot and immunofluorescence analyses showed increased levels of several proteins encoded by these genes in *S100A4*^−/−^ lenses (Fig. 5D–F). Having recorded these results in P30 lenses, we also asked whether upregulation of some of these retinal genes begins earlier at the neonatal stage. Using qRT-PCR analysis of RNA derived from pooled *S100A4*^−/−^ lens samples, we confirmed a significant increase in expression of selected genes including *Nrl*, *Otx2, Rho, Rcvrn* and *Slc61a* in P1 mice (Supplementary Fig. S4). Taken together, these results indicate an aberrant induction of retina-specific genes in *S100A4*^−/−^ lenses.

**Figure 5:**
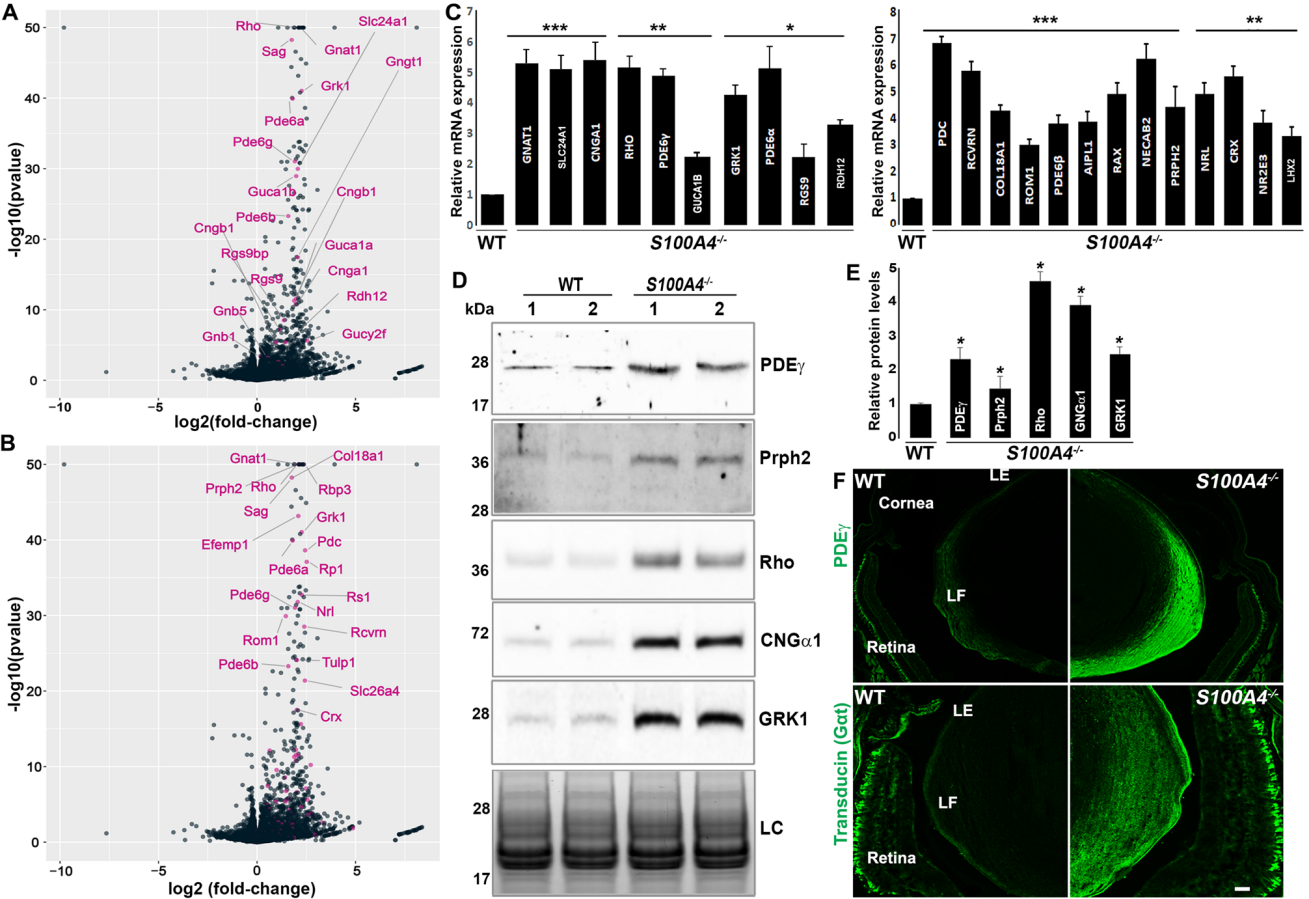
Aberrant induction of photoreceptor and retina-specific genes in *S100A4*^−/−^ mouse lenses. (**A**,**B**) Volcano plots highlighting the upregulation of selected photoreceptor and retinal genes in *S100A4*^−/−^ lenses (labeled in pink), identified based on gene set enrichment by curated pathways and GO terms, respectively. (**C**) qRT-PCR confirmation of significant upregulation of the indicated photoreceptor and retina specific genes in *S100A4*^−/−^ mouse lenses relative to littermate WT lenses (***P < 0.001, **P < 0.01 and *P < 0.05, based on Student’s t test and an n = 4 pooled samples consisting of 6–10 lenses each). (**D**,**E**) Immunoblotting based confirmation of increased levels of selected photoreceptor specific proteins in *S100A4*^−/−^ lens lysates (100,000 g pellet) compared to WT lenses. Lanes 1, 2 represent two biological replicates. *LC* loading control (lens insoluble fractions resolved by SDS–PAGE, stained with Gelcode blue, and staining intensity of the indicated protein band used for normalization). *P < 0.05, based on Student’s t test and n = 4. (**F**) Representative images (from three biological replicates) from immunofluorescence based confirmation of upregulation of PDEγ and transducin in *S100A4*^−/−^ mouse lenses compared to WT lenses. *LE* lens epithelium, *LF* lens fibers; scale bar 20 μm.

Furthermore, to identify upstream regulators involved in altered gene expression in *S100A4*^−/−^ lenses, we performed network analysis to determine enrichment of downstream genes using the Qiagen Ingenuity Pathway Analysis (IPA) tool. This analysis identified Crx, Rho and Nrl as the top three, most significant upstream regulators (Supplementary Table S3). 

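IPA was not run here, and the changes of genes listed under *Crx* and *Nrl* in Supplementary Table S3 were taken from the deposited values. Of those under *Crx* 14 were examined, and all 14 passed the threshold with limma and with DESeq2, with a median log2 fold change of 2.04 and a range from 1.57 (*Pde6b*) to that of *Rp1*. The 13 genes examined under *Nrl* all passed with a median of 1.98, from 1.45 for *Rdh12* upward. Among them *Mef2c* had 3 reads in each WT library and a log2 fold change of 2.87, between 2.62 and 3.12 with each library left out in turn. Its ratio to the value of 3 reads was 9.40, which is not a lower bound here. The lists share genes such as *Gnat1*, *Pde6a* and *Pde6b*, and they were drawn from genes already called in these data, so the counts describe the size of the changes only.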

Crx and Nrl are known crucial transcriptional regulators of photoreceptor development and differentiation^27,28^, while Rho is a key light-sensitive receptor involved in visual phototransduction^29^. Of note, induction of photoreceptor-specific differentiation programs has been similarly reported in medulloblastoma under the control of transcription factors Nrl and Crx^30^. Interestingly, the deficiency of Notch2 and E2F has also been found to be associated with upregulation of certain retinal genes in the mouse lens^18^.

*S100A4*^−/−^ lenses also displayed an induction of genes encoding various extracellular matrix glycoproteins and collagens, including reelin, interphotoreceptor matrix proteoglycans, *Efemp1*, fibulins, endostatin producing collagen XVIII (*Col18a1*) and several others (Supplementary Table S2 and Supplementary Fig. S5A). It is noteworthy that overexpression of endostatin producing collagen XVIII has been previously reported to induce cataracts in transgenic mice^31^. 

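*Col18a1* (chromosome 10, 77052178 to 77166548) was at 884 ± 70.5 (SD, n = 2) in WT and 4399.6 ± 88.9 (SD, n = 2) in *S100A4*-/- lenses, a log2 fold change of 2.32 (standard error 0.06, limma, Benjamini-Hochberg adjusted p = 1.05e-26). Reelin, *Reln* (chromosome 5, 21884454 to 22344702), rose from 559 ± 162 (SD, n = 2) to 2425 ± 41.3 (SD, n = 2), with a log2 fold change of 2.15 (limma, Benjamini-Hochberg adjusted p = 2.03e-19). The 8 genes named here, *Reln*, *Impg1*, *Impg2*, *Efemp1*, *Fbln1*, *Fbln2*, *Fbln5* and *Col18a1*, all passed the threshold, with a median of 2.17 and a range from 1.55 for *Impg2* to 2.66 for *Impg1*. With the genes labelled in Supplementary Fig. S5A, 23 extracellular matrix genes were examined and 15 passed, also with DESeq2. Without limma's variance trend 9 of the 23 passed. *Lamb2* (0.34), *Col1a2* (0.34), *Col5a1* (0.59) and *Agrn* (0.61) rose by less than 2-fold, and no change was detected for *Col8a1* (0.62, limma, Benjamini-Hochberg adjusted p = 0.3299) or *Col15a1* (1.36, limma, Benjamini-Hochberg adjusted p = 0.304). *Col6a3* was lower (−0.21, limma, Benjamini-Hochberg adjusted p = 7.47e-04), and the fall of *Col13a1* was within its error (−1.10, limma, Benjamini-Hochberg adjusted p = 0.324).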

RT-PCR (Supplementary Fig. S5B), immunoblot (Supplementary Fig. S5C,D) and qRT-PCR (Supplementary Fig. S5E) confirmed a significant increase in the levels of collagen XVIII in *S100A4*^−/−^ lenses relative to WT controls. Therefore, it is plausible that altered collagen XVIII expression in the *S100A4*^−/−^ lens is at least partially responsible for the observed lens opacification.

### Upregulation of genes responsible for Müller cell differentiation, glutamate metabolism and solute transport in the S100A4^−/−^ lens

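*Lhx2* (chromosome 2, 38339281 to 38369733) was at 34.2 ± 1.88 (SD, n = 2) in WT and 136.3 ± 10.7 (SD, n = 2) in *S100A4*-/- lenses. Its log2 fold change was 1.96 (standard error 0.24, limma, Benjamini-Hochberg adjusted p = 1.18e-07). *Plagl1* (chromosome 10, 13060504 to 13131694) was at 22.1 ± 10.6 (SD, n = 2) against 98.3 ± 25.7 (SD, n = 2), with a log2 fold change of 2.16 (standard error 0.33, limma, Benjamini-Hochberg adjusted p = 5.99e-06). Leaving out each library in turn kept *Lhx2* between 1.88 and 2.04 and *Plagl1* between 1.67 and 2.64.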

The transcriptome of *S100A4*^−/−^ lenses displayed an upregulation of two transcription factors *Lhx2* and *Plagl1*, required for Müller cell specification and differentiation^32,33^. These glial cells serve to support retinal neurons and play a crucial role in maintaining the structural and functional stability of the retina^34^. 

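Together with *Lhx2* and *Plagl1*, 12 genes of Müller cells and of glutamate and GABA handling were examined, and all 12 passed the threshold with limma and with DESeq2. Their median log2 fold change was 1.72. The paper named these genes from the same data, so the count is no independent support. Without limma's variance trend 5 of the 12 passed. Of 8 other Müller cell markers, not named in the paper's text or figures, 3 passed. These were *Crym* (3.44, standard error 0.80), *Abca8a* (2.33) and *Apoe* (1.88). The median of the 8 was 0.65, and *Aqp4* (0.09), *Car14* (0.08) and *Dkk3* (0.03) were near their WT levels. Glutamine synthetase, *Glul* (chromosome 1, 153899944 to 153909723), was at 1851 ± 101 (SD, n = 2) in WT and 5404 ± 23.9 (SD, n = 2) in *S100A4*-/- lenses, a log2 fold change of 1.55 (standard error 0.06, limma, Benjamini-Hochberg adjusted p = 4.74e-23). *Rlbp1* had a log2 fold change of 1.40 (limma, Benjamini-Hochberg adjusted p = 7.62e-08). Among the glutamate transporters the log2 fold change was 1.51 for *Slc1a3*, 2.18 for *Slc17a7* and 2.62 for *Slc17a8*. Of the GABA and amino acid transporters examined, *Slc6a6* was at 1.08, *Slc6a9* at 1.63 and *Slc6a13* at 1.80. *Gria3* was at 2.33 and *Gad1* at 1.53.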

Other Müller cell-specific or abundant genes upregulated in the *S100A4*^−/−^ lens included glutamine synthetase (*Glul*), retinaldehyde binding protein 1 (*Rlbp1*), glutamate transporters (*Slc1a3, Slc17a7, Scl17a8*), GABA transporters (*Slc6a13, Slc6a1, Slc6a6, Slc6a9*), glutamate receptor (*Gria3)* and glutamate decarboxylase (*Gad1*) (Supplementary Table S2; Fig. S6A). We independently confirmed the increased expression of glutamine synthetase (*Glul*) by RT-PCR (Supplementary Fig. S6B), qRT-PCR (Supplementary Fig. S6C) and immunoblotting (Supplementary Fig. S6D, E). These results together with upregulated expression of photoreceptor specific genes in *S100A4*^−/−^ mouse lens reveal an aberrant induction of retinal differentiation programs in the lens in the absence of S100A4.

*S100A4*^−/−^ lenses also exhibited upregulated expression of several solute carrier transport genes including *Slc4a10, Slc4a1, Slc16a2, Slc12a5, Slc26a4, Slc24a1, Slc7a1, Slc38a8, Slc5a5, Slc22a8, Slc4a5, Slc13a4* and other transporters (Supplementary Table S2; Fig. S7A, B). 

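Of the genes named here, *Slc4a1* was not analysed here, and the others were taken with *Slc6a6*, the taurine transporter gene. All 12 of these passed the threshold with limma and with DESeq2, with a median log2 fold change of 2.10. They too were named from these same data, so the count is no independent support. The range was from 1.07 for *Slc7a1* to 3.50 for *Slc38a8*. *Slc38a8* had 11 and 2 reads in the WT libraries and 85 and 67 in the *S100A4*-/- libraries, and its log2 fold change lay between 2.51 and 4.48 with each library left out in turn. *Slc26a4* rose from 54.7 ± 10.9 (SD, n = 2) to 294 ± 26.8 (SD, n = 2), a log2 fold change of 2.41 (standard error 0.19, limma, Benjamini-Hochberg adjusted p = 7.47e-13). *Slc6a6* (chromosome 6, 91684053 to 91759066) had the most reads among them. It rose from 7719 ± 721 (SD, n = 2) to 16264 ± 276 (SD, n = 2), with an adjusted p of 1.03e-19 (limma, Benjamini-Hochberg). Without limma's variance trend 6 of the 12 passed.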

We not only confirmed increased expression of Slc6a6 which encodes the taurine transporter (TauT) in *S100A4*^−/−^ lenses (Supplementary Fig. S7B), but also found that levels of this protein were markedly elevated in *S100A4*^−/−^ lenses (Supplementary Fig. S7C, D). Taurine is a well-characterized osmolyte and has been shown to influence S100A4 expression^35^.

Interestingly, lenses of older but not young *S100A4*^−/−^ mice develop cataracts characterized by swelling of lens cortical fibers (Fig. 2). It appears that the presumed osmotic changes resulting from dysregulated expression of various solute carrier transport genes identified above including glutamate, GABA, taurine and others, might not per se lead to cataract formation in young *S100A4*^−/−^ mice, since dysregulation of solute carrier and extracellular matrix gene expression was evident in P30 *S100A4*^−/−^ mice. However, the effects of these changes are likely exacerbated by age-related stress factors, leading to cataract development in older *S100A4*^−/−^ mouse lenses.

### Expression of non-lineage genes in the S100A4^−/−^ lens is associated with changes in H3K27 and H3K4 trimethylation

Interestingly, based on gene set enrichment analysis, *S100A4*^−/−^ lenses upregulated a large number of genes whose promoters contain an intermediate or high density of CpG islands bearing trimethylation marks at histone-3 lysine 27 (H3K27), histone-3 lysine 4 (H3K4) and bivalent H3K27 and H3K4 (Fig. 3E). These histone methylation markings are known to be involved in determining cell state and lineage potential of embryonic stem cells, neural progenitor cells and embryonic fibroblasts^36,37^. Moreover, examination of individual genes within these gene sets identified many photoreceptor- and retina-specific genes including *Nrl*, *Neurod1*, *Six6*, *Rax*, *Reln*, *Gnat1*, *Best2*, *Rtbdn*, *Pde6b*, *Optc*, *Kcnb1*, *Slc24a1*, *Cacng3*, *Gucy1a2* and several others (Fig. 6A). 

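Of the genes named here 13 were examined, and 11 passed the threshold over all genes tested, 13 with the adjustment made over these genes alone and 12 with DESeq2. An adjustment over a list alone shows no stability, here or for Fig. 6A, since the genes were named from these same data. Their median log2 fold change was 2.15. *Optc* (chromosome 1, 133897199 to 133907999) rose from 791 ± 138 (SD, n = 2) in WT to 3555 ± 75.7 (SD, n = 2) in *S100A4*-/- lenses, a log2 fold change of 2.18 (standard error 0.08, limma, Benjamini-Hochberg adjusted p = 2.55e-23). *Six6* (2.41), *Best2* (2.17) and *Rtbdn* (1.84) passed as well. By group means *Cacng3* was at least 4.09-fold higher, but did not pass (limma, Benjamini-Hochberg adjusted p = 0.0897). Its log2 fold change lay between 1.66 and 3.76 with each library left out in turn. *Gucy1a2*, with no read in either WT library and 5 and 17 reads in the *S100A4*-/- libraries, was at least 3.35-fold higher. That bound rests mostly on the second *S100A4*-/- library. The log2 fold change of *Gucy1a2* lay between 2.40 and 4.19 with each library left out in turn. It passed with DESeq2 (adjusted p = 0.0489) and with edgeR (adjusted p = 0.0231) and not with limma (Benjamini-Hochberg adjusted p = 0.117). Of the 40 genes labelled in Fig. 6A, 32 passed over all genes tested, 34 over these genes alone and 30 with DESeq2. *Pde1c*, *Col1a2*, *Trnp1* and *Stx3* rose by less than 2-fold, and *Tgfb3* was lower (−0.24). *Edn2* (limma, Benjamini-Hochberg adjusted p = 0.182) and *Rapgef3*, the latter also under 2-fold, did not reach the adjusted p. The log2 fold change of *Edn2* lay between 2.60 and 3.50 with each library left out in turn. Histone marks themselves were not measured in these libraries.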

Since trimethylation of H3K27 and H3K4 has been well-established to regulate gene suppression and activation, respectively^38,39^, we addressed whether S100A4 expression in the lens may affect H3K methylation. This was accomplished by quantitative ELISA-based analysis of trimethyl H3K27 and H3K4 levels in the total histone fraction extracted from *S100A4*^−/−^ and WT lenses at P30. While there was a significant decrease in the levels of H3K27me3 in the knockout (Fig. 6B), the levels of H3K4me3 increased significantly (Fig. 6C). Methylated H3K27 and H3K4 were normalized to total histone content in these analyses. The decrease in H3K27me3 was corroborated by immunostaining (Fig. 6D,E).

**Figure 6:**
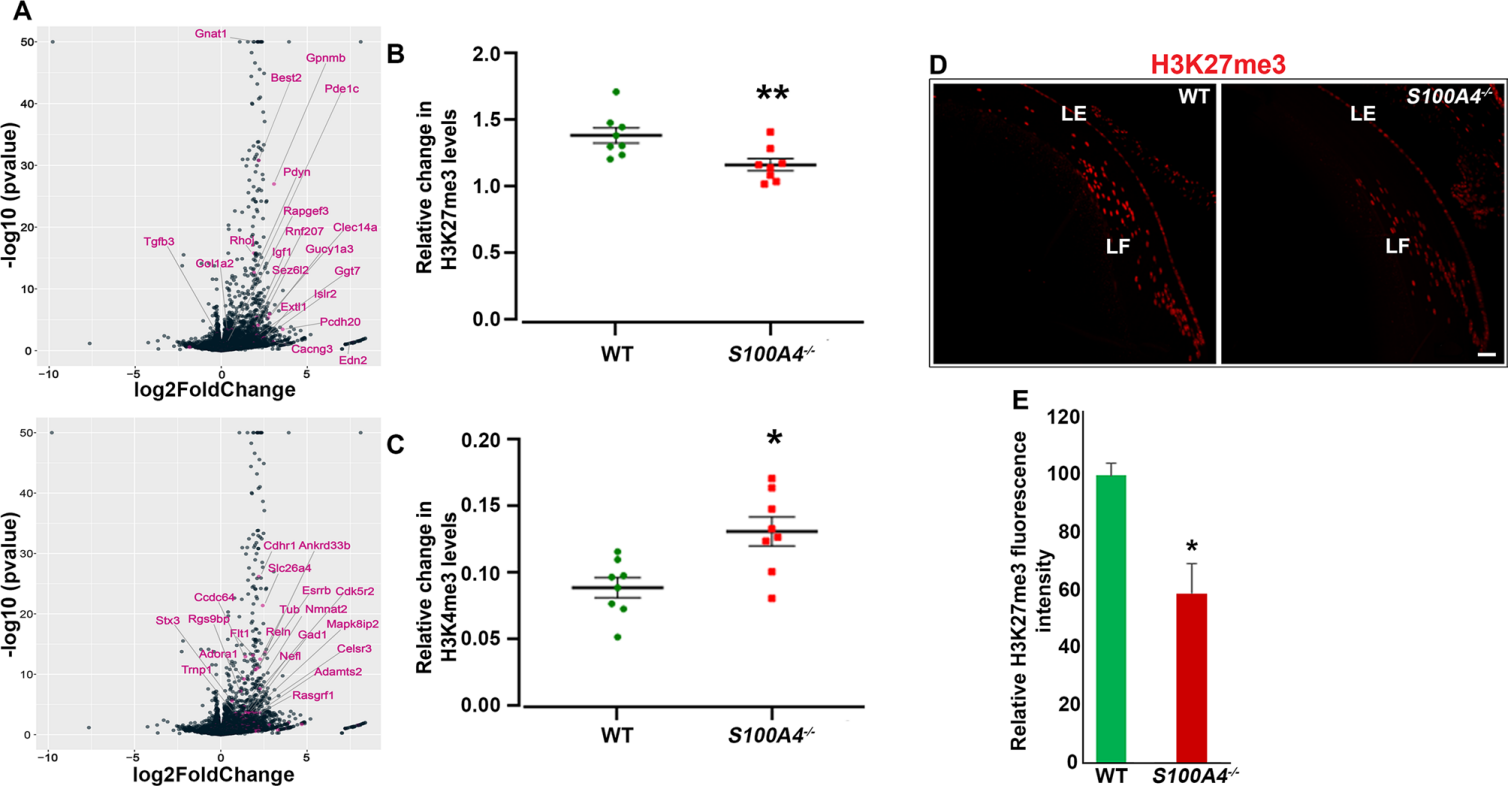
Association between S100A4 deletion-induced gene expression and H3K methylation in mouse lens. (**A**) Volcano plots depicting the differential expression results and highlighting genes with intermediate or high CpG-density promoters bearing histone trimethylation marks at K27 (H3K27me3) or K4 (H3K4me3) or at both (bivalent) in *S100A4*^−/−^ mouse lenses. (**B**,**C**) Significant changes (decrease and increase, respectively) in the levels of H3K27me3 and H3K4me3 in *S100A4*^−/−^ lenses compared to WT lenses based on ELISA analysis (*P < 0.05; **P < 0.01; Mann Whitney U test; n = 8, biological replicates). (**D**,**E**) Decreased staining for H3K27me3 in P30 *S100A4*^−/−^ lens compared to WT lens based on immunofluorescence analysis (*P < 0.05; n = 3, biological replicates). Scale bar 50 μm. *LE* lens epithelium, *LF* lens fibers.

## Discussion

In this study, we report a novel role for S100A4 in the suppression of non-lineage genes in the developing lens (Fig. 7). We demonstrated that S100A4 is specifically expressed in fiber cells of the lens and that the loss of S100A4 in the lens leads to an aberrant induction of genes involved in differentiation of the retina and eventual lens opacification. Importantly, the induction of retinal genes in the S100A4 knockout lens includes several retina- and photoreceptor-determining transcription factors. Thus, S100A4 appears to play a critical role in lens differentiation by repressing genes responsible for retinal specification at the point when the retina and the lens are separating in development.

**Figure 7:**
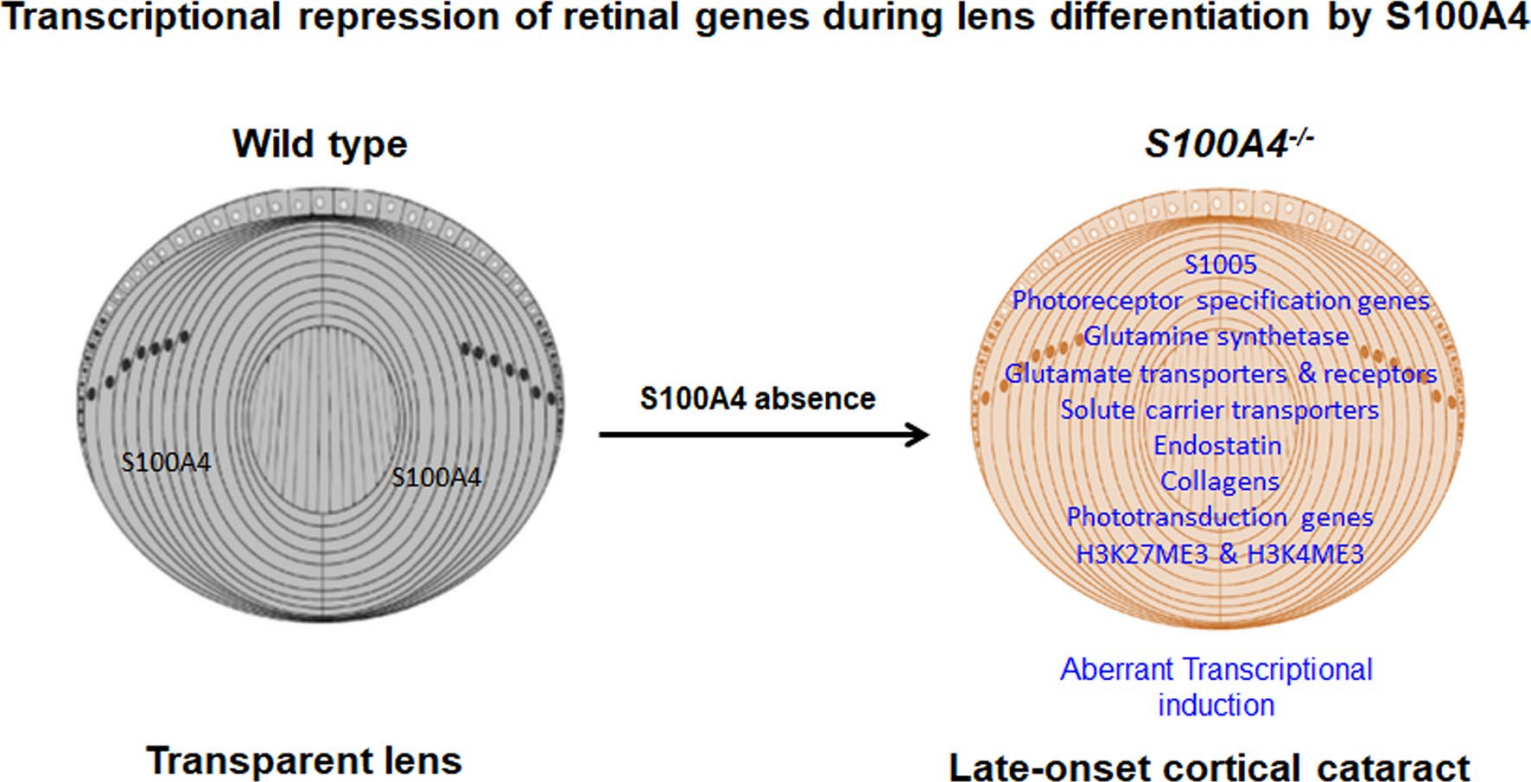
Graphical summarization of transcriptional repression of neurosensory genes during lens differentiation by S100A4. Absence of S100A4, a calcium binding protein expressed discretely in lens fibers within the mouse eye induces aberrant differentiation programs of non-lineage photoreceptor, Müller glia and olfactory sensory neurons in association with changes in histone-3 lysine (H3K) trimethylation markings, indicating a repressive role for S100A4 in suppressing expression of sensory neuron genes during lens differentiation. Lens drawings were adapted from the review article of Cvekl and Zhang (2017), and permission was obtained from Elsevier publisher.

This novel function of S100A4 in lens resembles its previously reported role to suppress the expression of osteoblast-specific genes and transcription factors in periodontal ligament cells^40^. Additionally, S100A4 regulates transcriptional programs during the development of mature microfold cells in Peyer’s patches^41^, suggesting that S100A4 may have a broad role in transcriptional regulation across many tissues. In this study, absence of S100A4 induced expression in the lens of several transcription factors including *Crx, Nrl, Rax,Otx2,Vsx2* and *Nr2e3,* other regulators (*Mab21l2*) and their target genes which have been demonstrated to be critical for the development and function of retina and photoreceptors^26,27,42^.

Our findings raise several mechanistic questions regarding S100A4 function. The first is how S100A4 suppresses transcription. Many genes whose expression is altered in *S100A4*^−/−^ lenses are enriched with promoters containing a medium-to-high density of CpG islands regulated by histone trimethylation, including H3K27me3 and H3K4me3 modifications. Consistently, these two histone trimethylation marks are altered in *S100A4*^−/−^ lenses, suggesting that abnormal transcription in the *S100A4*^−/−^ lens is potentially regulated by epigenetic mechanisms. Of note, changes in H3K27 and H3K4 trimethylation have been similarly reported to contribute to retinal development^43^. Similarly, histone modification regulated by the lysine acetyltransferases (CBP and p300), has been shown to play a crucial role in lens fate determination^44^. The second question concerns how epigenetic changes are induced by *S100A4* deletion. 

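Of 94 genes of histone and DNA methyltransferases and demethylases, of polycomb and trithorax complexes and of variant histones, *Dnmt3l* and *Kdm4d* were not analysed here and 92 were tested. None passed the threshold in either direction, and 11 had an unadjusted p under 0.05 (limma). Their median log2 fold change was 0.00 (SD 0.17 between genes). Adjusted over all genes tested, 2 reached an adjusted p of at most 0.05 with changes well under 2-fold, *H3f3b* (−0.24, limma, Benjamini-Hochberg adjusted p = 0.0037) and *Kmt2d*, listed as *Mll2* (0.21, limma, Benjamini-Hochberg adjusted p = 0.0311). The core genes of PRC2 were at 0.05 (*Ezh2*), 0.04 (*Eed*) and −0.21 (*Suz12*, limma, Benjamini-Hochberg adjusted p = 0.1295). The largest changes were those of *Phf19* (−0.90, limma, Benjamini-Hochberg adjusted p = 0.2405), which had 14 to 42 reads per library, and of the Y-linked *Kdm5d* (0.54, limma, Benjamini-Hochberg adjusted p = 0.0513). The median value of the 92 genes in WT lenses was 858.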

Expression of genes encoding histone and DNA methyltransferases and demethylases, protein components of the polycomb (PRC2) and/or trithorax complexes and nucleosomes, all of which are involved in regulating chromatin remodeling^45,46^ were not altered significantly in lenses lacking S100A4. Another intriguing question relates to how S100A4 functions in transcriptional repression, given its cytoplasmic localization in lens fibers. Although S100A4 has been found in the nuclei of other cells^3,10^, we did not observe the protein in the nuclei of lens fiber cells. Interestingly, S100A10, which belongs to the S100 family of proteins has been demonstrated to regulate breast cancer stem cell specification and pluripotency by regulating H3K27me3 chromatin marks^47^. While S100A5 is robustly upregulated in the absence of S100A4, it remains unclear as to what role (if any) S100A5 plays in the *S100A4*^−/−^ lens. An observation potentially relevant in this context is that S100A5 expression is upregulated or induced in response to a change from H3K4 dimethylation to trimethylation during embryonic stem cell differentiation^48^. Overall, there is little evidence for any functional redundancy among members of the S100 family^9,25^ despite their significant homology. Whether the robust upregulation of S100A5 expression starting from the embryonic stage in *S100A4*^−/−^ lenses has any role in induction of retinal genes needs to be addressed in future studies.

Interestingly, although the aberrant induction of retina and photoreceptor differentiation programs in lenses lacking S100A4 starts from the early neonatal developmental stages, this abnormality does not appear to, per se, overtly perturb lens morphogenesis and growth. However, it is likely that interactions between age-related stress factors and dysregulated expression of retinal and Müller glia genes, especially those engaged in solute carrier transport and encoding extracellular matrix proteins, secondarily impair lens clarity in older S100A4^−/−^ mice. The impairment of lens clarity likely results from osmotic imbalance and leads to the development of late onset cortical cataract under the absence of S100A4 (Fig. 2).

In conclusion, our study revealed a novel role of S100A4 in gene suppression and cell fate determination in the ocular lens. The goals of future studies are to elucidate this S100A4 function on the mechanistic level and to understand how the absence of S100A4 induces late-onset cortical cataracts.

## Methods

### Mice

All experiments using mice were carried out in accordance with the recommendations of the Guide for the Care and Use of Laboratory Animals of the National Institutes of Health. The protocol was approved by the Institutional Animal Care and Use Committee of the Duke University School of Medicine. This study was also carried out in compliance with the ARRIVE guidelines. The *S100A4* ^−/−^ (null) strain mouse used in this study was maintained on a C57BL/6 J background and has been thoroughly characterized previously^19^. Both WT (C57BL/6 J strain) and littermate WT mice were used as controls in the *S100A4*^−/−^ mouse studies. Both male and female mice were used in the described studies. Mice were maintained under a 12 h dark and light cycle with ad libitum food and water as we described earlier^49^. *S100A4*^−/−^ and littermate WT mouse genotyping was carried out using PCR analysis of tail DNA and the oligonucleotide primer sets (Supplementary Table S4) described previously^49^. At required gestational ages, pregnant dams were anesthetized with Euthasol (Virbac AH, Inc., Fort Worth, TX, USA) and fetuses were extracted by hysterectomy.

### Mouse eye and lens imaging

Images of cataractous and transparent lenses from live *S100A4*^−/−^ mice were captured using a Nikon D7500 Wi-Fi 4 K Digital SLR Camera. Dark illuminated dissected lenses of *S100A4*^−/−^ and WT mice were imaged using a Zeiss Stemi 2000-C stereomicroscope equipped with an AxioCam ERc 5S camera (Carl Zeiss Microscopy, LLC, White Plains, NY, USA).

### Histological analysis

Enucleated eyes from *S100A4*^−/−^ and littermate WT mice (8- to 9 month-old) were fixed in 3.7% buffered formalin for 48 h at room temperature. The fixed specimens were subsequently dehydrated, embedded in paraffin, and cut into 5 µm thick sections with a rotary microtome (Leica Biosystems, Buffalo Grove, IL, USA), prior to staining with hematoxylin and eosin as we described earlier^49^. Images were captured using a Zeiss Axio Imager equipped with a Hamamatsu Orca ER monochrome CCD camera (Carl Zeiss Microscopy, LLC).

### RNA extraction, library construction and RNA-seq analysis

For RNA extraction, P30 lenses derived from *S100A4*^−/−^ and littermate WT mice were stored in RNAlater at − 80 °C until extraction. Six to twelve lenses were pooled per sample for the WT1, WT2, *S100A4*^−/−^ 1 and 2 samples. RNA was isolated using the RNeasy Micro kit (Qiagen, Inc., Valencia, CA, USA) with a minor modification. Tissue homogenates prepared in RLT buffer containing β-mercaptoethanol were incubated with proteinase K solution (20 mg/ml for 15 min at room temperature) prior to following the extraction protocol provided in the manufacturer’s instructions.

RNA was quantified using a Qubit instrument (Thermo Fisher Scientific, Waltham, MA USA). RNA quality was analyzed on an Agilent TapeStation Model 2200 (Agilent Technologies, Santa Clara, CA, USA). All samples yielded RIN numbers > 7. Stranded mRNA-seq libraries were constructed using the Kapa kit (Kapa Biosystems, Inc, Wilmington, MA, USA) and following manufacturer's instructions. Libraries were indexed using a single 6 bp index allowing for multiple libraries to be pooled. RNA-Seq libraries were then normalized to a concentration of 10 nM, and pooled in equimolar ratio. The final pool of libraries was sequenced in one lane of an Illumina HiSeq 4000 sequencing flow cell (Illumina, Inc, San Diego, CA) with a 50 bp single end read length. Resultant raw bcl files were converted into fastq files and sequences demultiplexed using Illumina bcl2fastq conversion software version 2 (Illumina, Inc).

### RNA-seq transcriptome-based analysis of differential gene expression

RNA-seq raw data were processed using the Trim Galore toolkit which employs Cutadapt to trim low quality bases and Illumina sequencing adapters from the 3′ end of the reads. Only reads that were 20nt or longer after trimming were used for further analysis. Reads were mapped to the mouse genome and transcriptome (GRCm38v73 version) using the STAR RNA-seq alignment tool^50,51^. Gene counts were compiled using the HTSeq tool for reads that mapped to a single genomic locus. Only those genes that had at least 10 reads in any given library were used in subsequent analysis. Normalization and analysis of differential expression was carried out using the DESeq2, Bioconductor package with the R statistical programming environment^52,53^. We considered a gene differentially expressed if exhibits a greater than or equal to two-fold difference in expression between the *S100A4*^−/−^ and littermate controls, and an adjusted P value of less than or equal to 0.05. Gene Set Enrichment Analysis (GSEA)^54^ was performed to identify differentially regulated pathways and gene ontology terms. The false discovery rate (FDR) was used to correct for multiple hypothesis testing, and pathways were considered significant if the FDR ≤ 5%. Network analysis was performed using the Qiagen Ingenuity Pathway Analysis (IPA) tool to identify upstream regulators of differentially regulated genes in *S100A4*^−/−^ mouse lenses.

### qRT-PCR

To confirm the results of RNA-seq based identification of DEGs in *S100A4*^−/−^ lenses, qRT-PCR analysis was performed for selected DEGs. For this, RNA was extracted from pooled P1 or P30 *S100A4*^−/−^ and littermate WT mouse lenses as described above using an RNeasy Micro kit and reverse transcribed using the Advantage RT for PCR Kit (Clontech Laboratories, Inc., Mountain View, CA, USA). Reverse-transcribed single-stranded cDNA and gene-specific forward and reverse oligonucleotide PCR primers (Table S4) were used for qRT-PCR analyses as we described previously^49^. A few of the selected gene transcripts were also amplified by RT-PCR analyses and the amplified DNA products were separated on an agarose gel and visualized with GelRed Nucleic Acid Stain (Biotium, Hayward, CA, USA) and imaged using Chemidoc Touch (Bio-Rad, Hercules, CA, USA). The amplified DNA products were excised, purified using a gel extraction kit (Qiagen, Inc., Valencia, CA, USA) and sequenced to confirm gene identity.

### Histone extraction and histone-3K trimethylation analysis

The EpiQuik Total Histone Extraction Kit (Epigentek Group Inc. Farmingdale, NY) was used to extract total histone from P30 *S100A4*^−/−^ and littermate WT lenses as per manufacturer’s instructions. Total histone protein isolated from the *S100A4*^−/−^ and littermate WT lenses were used to quantify H3K27 and H3K4 global trimethylation using EpiQuik Global H3K27 and H3K4 Tri-Methylation Assay Kits (Epigentek Group Inc.). Briefly, the levels of histone proteins tri-methylated at K27 or K4 were quantified by colorimetric analysis at 450 nm using high-affinity antibodies specific to trimethylated H3K27 or H3K4 in conjunction with horse radish peroxidase conjugated secondary antibody and a SpectraMax M5 microplate reader (Molecular Devices LLC. San Jose, CA, USA).

### Measurements of intracellular calcium in lens

Lens intracellular calcium levels were measured as we described earlier^21^. Briefly, lenses dissected from P60 *S100A4*^−/−^ and littermate WT mice were placed in a Sylgard Petri dish containing normal Tyrode solution (137.7 mM NaCl, 2.3 mM NaOH, 5.4 mM KCl, 2 mM CaCl_2_, 1 mM MgCl_2_, 5 mM Hepes, and 10 mM glucose, pH 7.4.). A small volume of 2 mM FURA2 solution was injected into the fiber cells at different depths in the lens. FURA2 was dissolved in the pipette solution containing 83 mM K-aspartic acid, 17 mM KCl, 10 mM NaCH_3_OSO_3_, and 5 mM Hepes, and pH adjusted to 6.9 with KOH. Images were acquired and the ratios of fluorescence emission calculated from 360 and 380 nm excitation curves. The ratios were converted into [Ca^2+^]i using the [Ca^2+^] calibration curve corresponding to the appropriate lens depth as described previously^21^.

### Measurements of gap junction-coupling conductance

Gap junction coupling conductance was measured as we previously described^55^. Briefly, one microelectrode was placed in a central fiber cell into which a wide-band stochastic current was injected. The induced voltage was recorded by a second microelectrode that was placed in a peripheral fiber cell r (cm) from the center of a lens. The impedance (induced voltage ÷ injected current) of the lens was recorded in real time using a fast Fourier analyzer (Hewlett Packard, Palo Alto, CA). The high frequency asymptote of the magnitude of the impedance is proportional to gap junction coupling resistance. The voltage recording microelectrode was advanced from the surface to the center of the lens, recording coupling at five or six locations. Data from 5 or 6 lenses were pooled to obtain the final resistance curve.

### Tissue homogenates and immunoblotting

#### Tissue homogenates

Lens epithelium and fiber mass samples derived from P21 mice and lenses derived from P30 *S100A4*^−/−^ and littermate WT mice were homogenized at 4 °C using a glass homogenizer and ice cold hypotonic buffer (10 mM Tris buffer, pH 7.4, containing 0.2 mM MgCl2, 5 mM N-ethylmaleimide, 2.0 mM sodium orthovanadate, 10 mM sodium fluoride, 60 μM phenylmethylsulfonyl fluoride, 0.4 mM iodoacetamide, protease inhibitor cocktail and PhosSTOP phosphatase inhibitor cocktail (one each/10 ml buffer; obtained from Roche, Manheim, Germany)). Tissue lysates were spun at 800 g for 10 min at 4 °C, and the protein content of the supernatant measured using a Micro BCA Protein assay kit (Thermo Fisher Scientific). For the separation of lens cytosolic (100,000 g supernatant) and membrane-enriched fractions (100,000 g pellet), the 800 g lysates prepared above were subjected to ultracentrifugation by spinning at 100,000 g for 1 h at 4 °C. Pellets were suspended in 8 M urea buffer, and protein was estimated using Pierce 660 nm protein assay reagent (Thermo Fisher Scientific).

Lens fiber cytosolic and nuclear fraction proteins of P30 WT mice were extracted using nuclear fraction extraction kit from BioVision (BioVision, Inc, Milpitas, CA, USA) by following the manufacturer’s protocol. Briefly, freshly extracted lenses were dissected to remove the capsule/epithelium and the fiber mass was used. The protein content of cytosolic and nuclear fractions was determined using BCA Protein Assay Reagent Kit. GAPDH and Histone H2B antibodies were used to confirm the purity of cytosolic and nuclear protein fractions, respectively.

For preparation of retinal lysates, mouse eyes were dissected along the Ora serrata to remove and discard the anterior chamber along with lens. The eyecup was further washed with cold PBS to detach the retina, and retinas homogenized in RIPA buffer (Sigma-Aldrich, St. Louis, MO, USA) containing both protease and phosphatase inhibitors prior to determining protein content using Pierce BCA protein Assay Kit (Thermo Fisher Scientific).

#### Immunoblotting

Equal amounts of protein were resolved by sodium dodecyl sulfate–polyacrylamide gel electrophoresis (SDS–PAGE, using an appropriate percent of acrylamide depending on the test protein analyzed), followed by electrophoretic transfer to nitrocellulose membrane. The membranes were subsequently blocked for 2 h in 5% blocking grade milk protein in TBST buffer (Tris buffered saline containing 0.1% Tween 20) followed by incubation with primary antibodies (details are provided in Supplementary Table S5) overnight at 4 °C. After washing thoroughly, blots were incubated with appropriate secondary antibodies for 2 h at room temperature and developed by enhanced chemiluminescence using Chemidoc Touch system (Bio-Rad). Immunostained protein bands were quantified using ImageJ Software. For normalizing protein loading for membrane-rich proteins, protein fractions were resolved on SDS-PAGE, stained with Gel code blue protein stain (Thermo Fisher Scientific), and destained with distilled water prior to densitometric quantification using ImageJ software. Protein bands detected at 37 kDa and 15 kDa were used for normalization. For analysis of soluble proteins, GAPDH was immunoblotted as a loading control using anti-GAPDH antibody after stripping the respective blots.

### Tissue processing, immunofluorescence and imaging

Tissue specimens from WT mice (heads of E12.5; E13.5; E14.5 and E17.5 and eyes of postnatal (P21), and *S100A4*^−/−^ and littermate WT mice (head of E16.5 and eyes of P30) were fixed for cryosectioning in 4% buffered paraformaldehyde for 24 h at 4 °C, transferred into 5% and 30% sucrose in PBS (Phosphate-buffered saline) on consecutive days as we described previously^49^. After embedding in optimal cutting temperature media (Tissue-Tek, Torrance, CA, USA), samples were cut into 10 μm-thick sagittal sections using a Microm HM550 Cryostat (GMI, Ramsey, MN, USA) and stored at − 80 °C. Additionally, P30 mouse eyes were cut at the sagittal and equatorial plane. Air-dried tissue cryosections were treated with Image-iT FX signal enhancer (Invitrogen, Eugene, OR, USA) and blocked in blocking buffer (5% globulin-free bovine serum albumin and 5% filtered goat serum in 0.3% Triton X-100 containing PBS) for 30 min each. Tissue sections were then incubated overnight at 4 °C with primary antibodies (details in Supplementary Table S5). After washing, sections were incubated with appropriate Alexa Fluor (488 or 594) –conjugated secondary antibodies for 2 h at room temperature. For F-actin staining, preblocked equatorial sections were labeled with tetra rhodamine isothiocyanate–conjugated phalloidin (TRITC; Sigma Aldrich) for 2 h at a 1:500 dilution, washed, and mounted as described above. All representative immunofluorescence data reported in this study are based on analysis of a minimum of four tissue sections derived from four independent specimens (biological replicates). Images were captured using an Eclipse 90i confocal laser scanning microscope (Nikon Instruments, Inc., Melville, NY, USA).

For paraffin sectioning and immunohistochemistry, P30 day-old eyes from *S100A4*^−/−^ and littermate WT mice were fixed and sectioned as we described previously^56^. Paraffin sections were deparaffinized with three changes of Xylene and hydrated with absolute alcohol and antigen retrieval was performed as we described earlier^56^. Tissue sections were blocked for 10 min in a humidified chamber with medical Background Sniper reducing solution (Biocare Medical, Concord, CA, USA), prior to incubation for 24 h at 4 °C with H3K27ME3 or S100A4 rabbit polyclonal antibodies. Tissue sections were washed in TBS (Tris-buffered saline) buffer and incubated with Alexa Fluor 594 and 488–conjugated secondary antibodies (Invitrogen, Grand Island, NY, USA; at a 1: 200 dilution) in a dark humidified chamber for 2 h at room temperature. After this, sections were washed again with Tris buffered saline buffer, mounted on slides using Vectamount and nail polish, then imaged using a Nikon Eclipse 90i confocal laser scanning microscope to obtain single optical images.

For staining retinal sections, P30 *S100A4*^−/−^ and littermate WT eyes were enucleated and fixed for 30 min with 4% paraformaldehyde in PBS buffer, pH 7.5. The anterior chambers along with lenses were removed, and the eyecups were further fixed overnight at 4 °C. The following day, eyecups were rinsed three times for 5 min each with 1X PBS, and embedded in 4% agarose (Invitrogen). One hundred micron-thick sections from the central portion of the retina were collected into 24 well plates using a vibratome (HM 650 V, Microm). The floating sections were then incubated on an orbital shaker for 4 h with blocking solution containing 3% donkey serum and 0.1% Triton X-100 in PBS buffer. These sections were further incubated overnight with either S100A4 or S100A5 rabbit polyclonal antibodies, washed three times with PBS, and incubated for 2 h with goat anti-rabbit Alexa Fluor 488 secondary antibody (1:500). After thoroughly washing with PBS for several times, sections were stained with Hoechst (1:1000) for 15 min. Following a final wash with PBS, sections were mounted under coverslips using Fluoromount G (Electron Microscopy Sciences, Hatfield, PA), then imaged using a Nikon Eclipse 90i confocal microscope.

### Statistical analysis

Statistical analyses were performed using GraphPad Prism version 7. Mann Whitney U test was used to compare 2 groups. Data from immunoblot quantification experiments and qRT-PCR were analyzed by the Student’s t-test, a P < 0.05 was considered to define statistically significant differences between *S100A4*^−/−^ and littermate controls. Values are presented as mean ± standard deviation (SD) for qRT-PCR data and mean ± standard error of the mean (S.E.M) for immunoblots. All the immunoblots were representative of 3–5 biological replicates.

## Supplementary Information

Supplementary Information 1.

Supplementary Information 2.

Supplementary Information 3.

Supplementary Information 4.

## Data Availability

All raw RNA-seq data and normalized expression values are available in the Gene Expression Omnibus with accession number- GSE143909. All other data of this study are included in the article and supplementary information files.

## Abbreviations

BCA: Bicinchoninic acid assay
DEGs: Differentially expressed genes
ELISA: Enzyme-linked immunosorbent assay
FDR: False discovery rate
GAPDH: Glyceraldehyde 3-phosphate dehydrogenase
GSEA: Gene set enrichment analysis
H3K: Histone 3 lysine
IPA: Ingenuity pathway analysis
IRB: Institutional review board
KEGG: Kyoto encyclopedia of genes and genomes
LC: Loading control
LE: Lens epithelium
LF: Lens fiber
LV: Lens vesicle
MSigDB: Molecular signatures database
PC: Principle component
RT-PCR: Reverse transcription polymerase chain reaction
qRT-PCR: Quantitative reverse transcription polymerase chain reaction
RU: Relative units
SDS-PAGE: Sodium dodecyl sulfate–polyacrylamide gel electrophoresis
TRITC: Tetramethylrhodamine isothiocyanate
WT: Wild type

# Supplementary material for: Absence of S100A4 in the mouse lens induces an aberrant retina-specific differentiation program and cataract
**Source:** Sci Rep. 2021 Jan 26;11:2203. doi: 10.1038/s41598-021-81611-y
**Supplement:** Supplementary file 1 — Supplementary Information 1.

**Absence of S100A4 in the mouse lens induces an aberrant retina-specific differentiation program  
and cataract**

Rupalatha Maddala<sup>1\*</sup>, Junyuan Gao<sup>2</sup>, Richard T. Mathias<sup>2</sup>, Tylor R. Lewis<sup>1</sup>, Vadim Y. Arshavsky<sup>1,3</sup>,  
Adrian Levine<sup>4</sup>, Jonathan M Backer<sup>4,5</sup>, Anne R. Bresnick<sup>4</sup>, and Ponugoti V. Rao<sup>1,3\*</sup>

Fig. S1

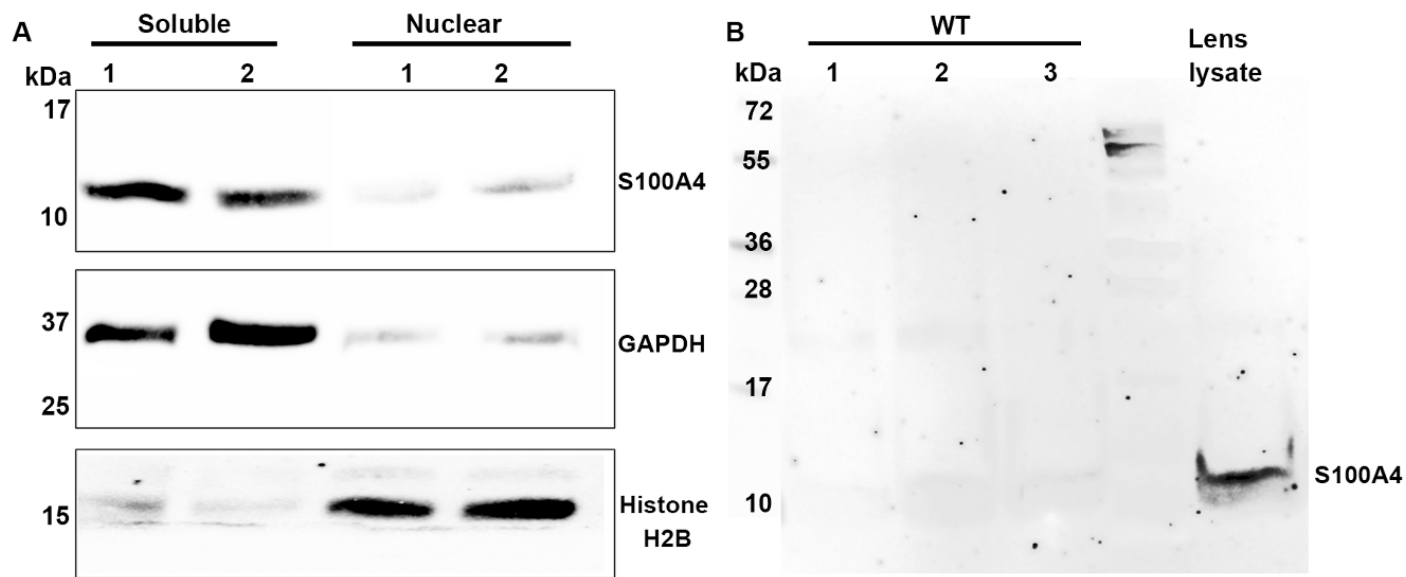

Fig. S2

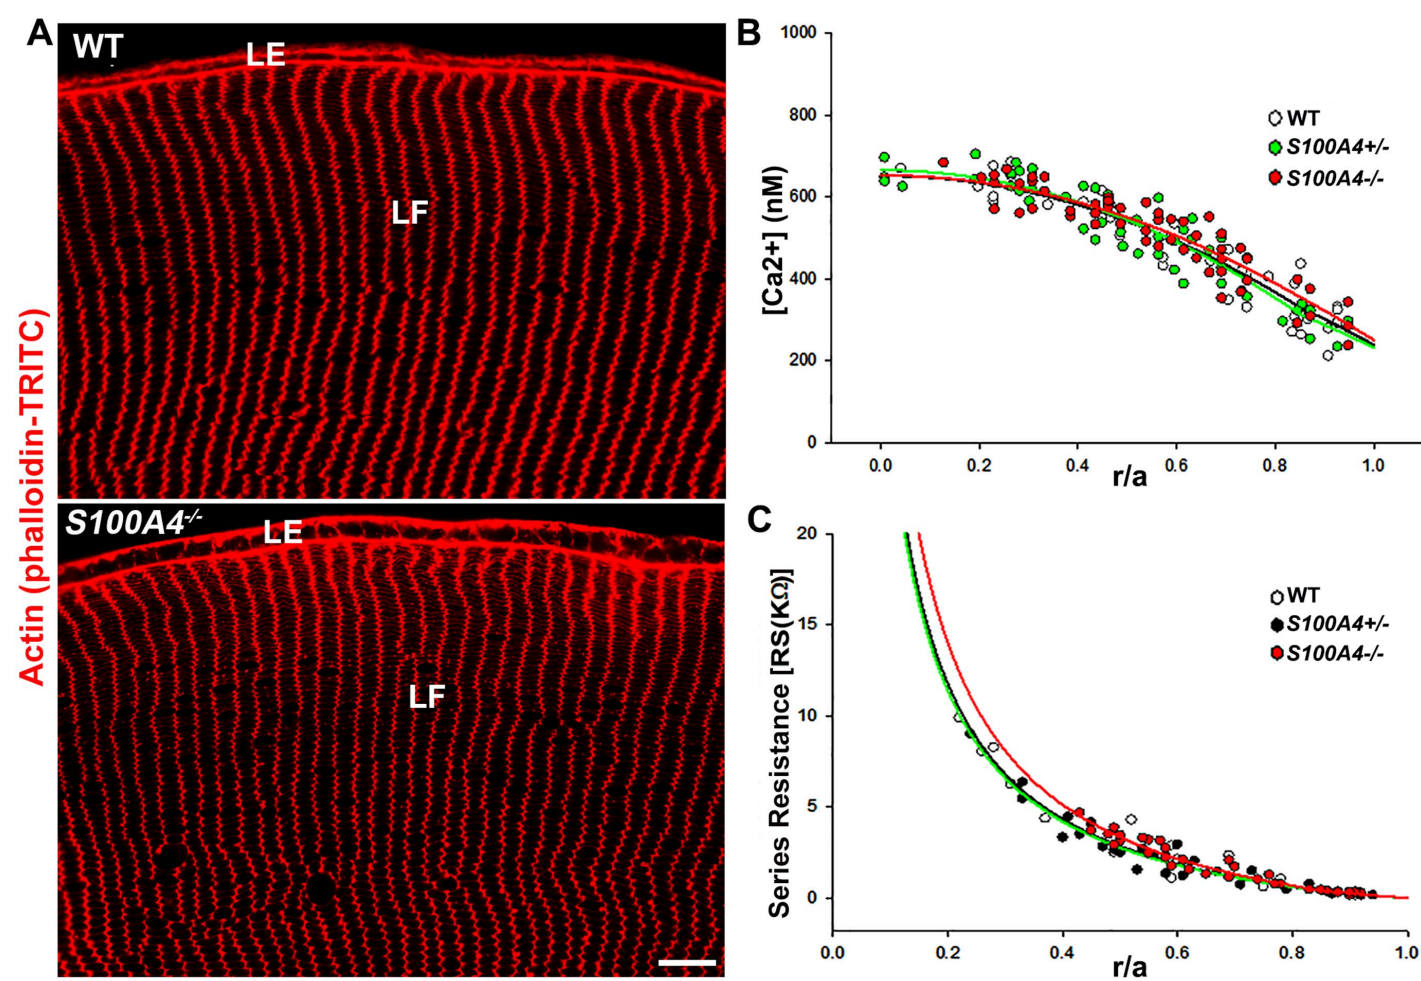

Fig. S3

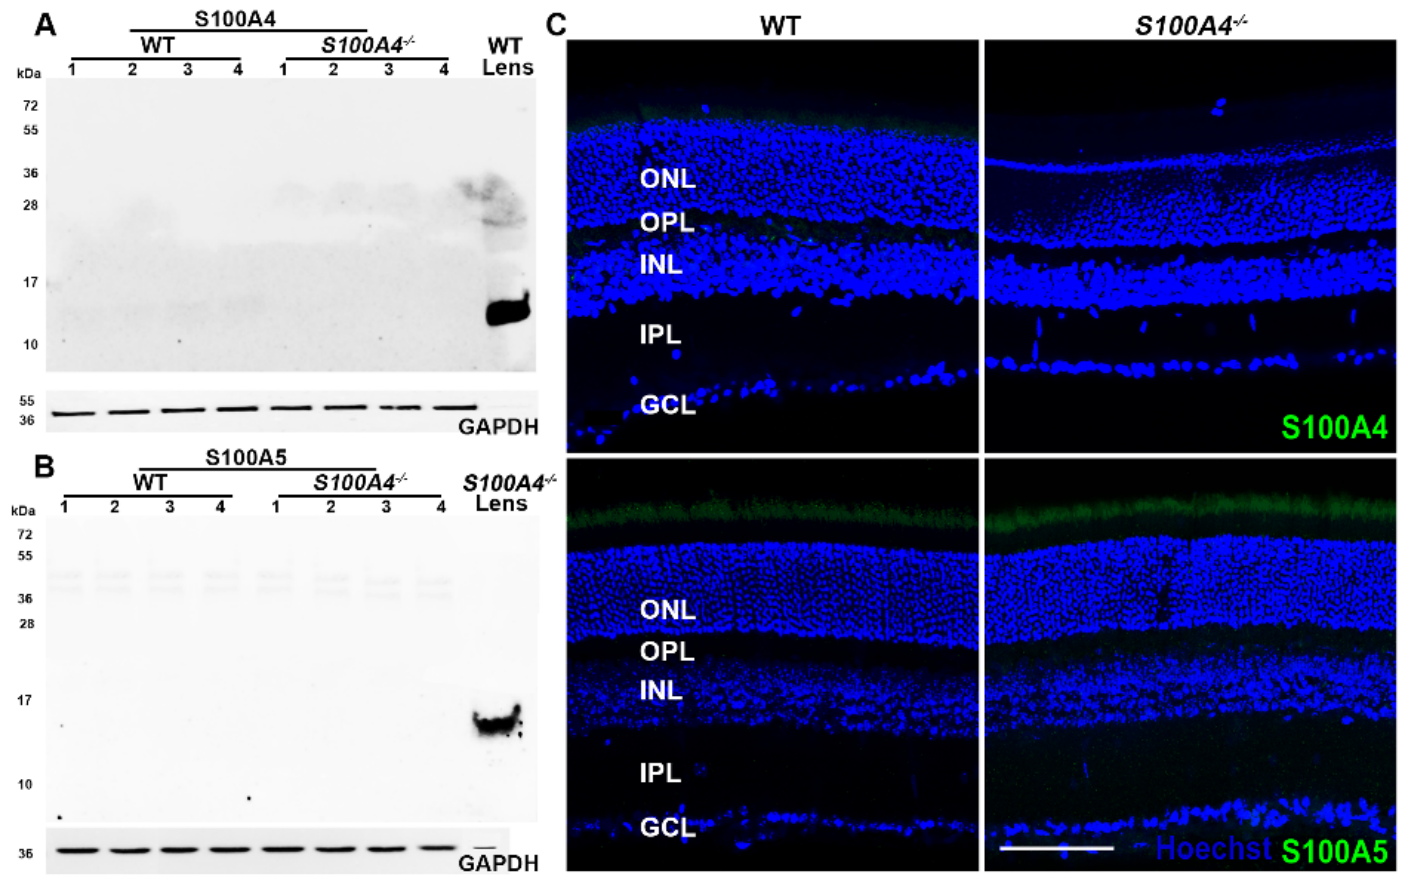

Fig. S4

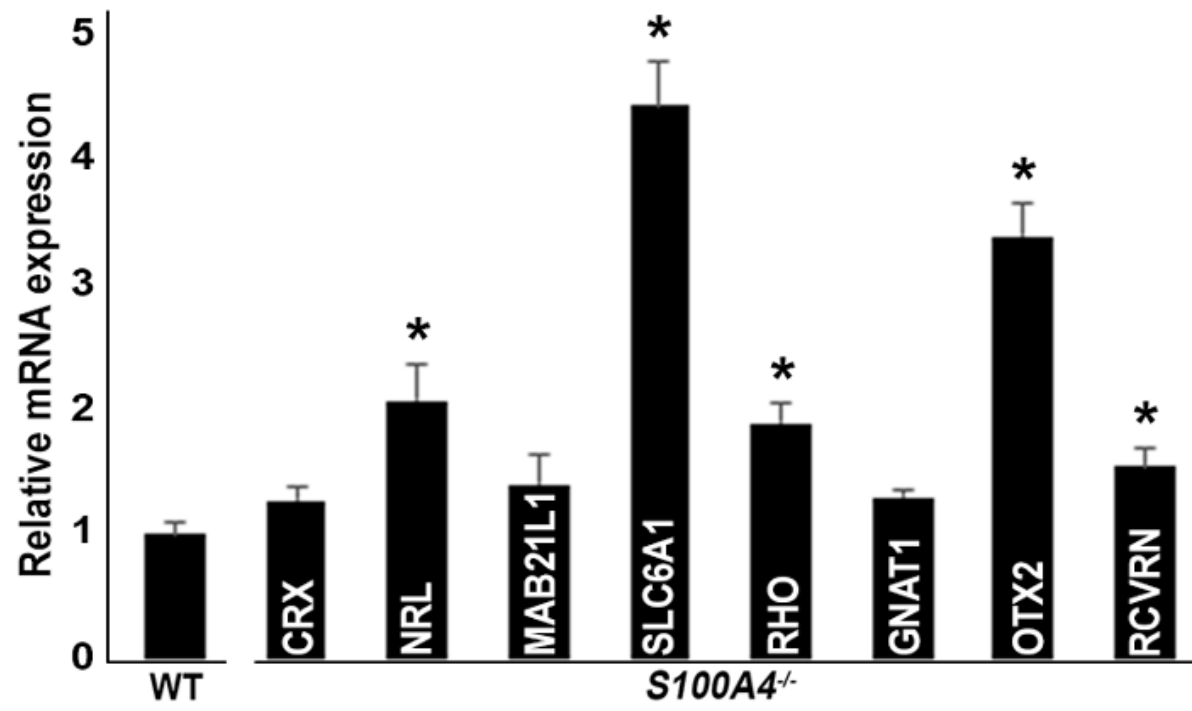

Fig. S5

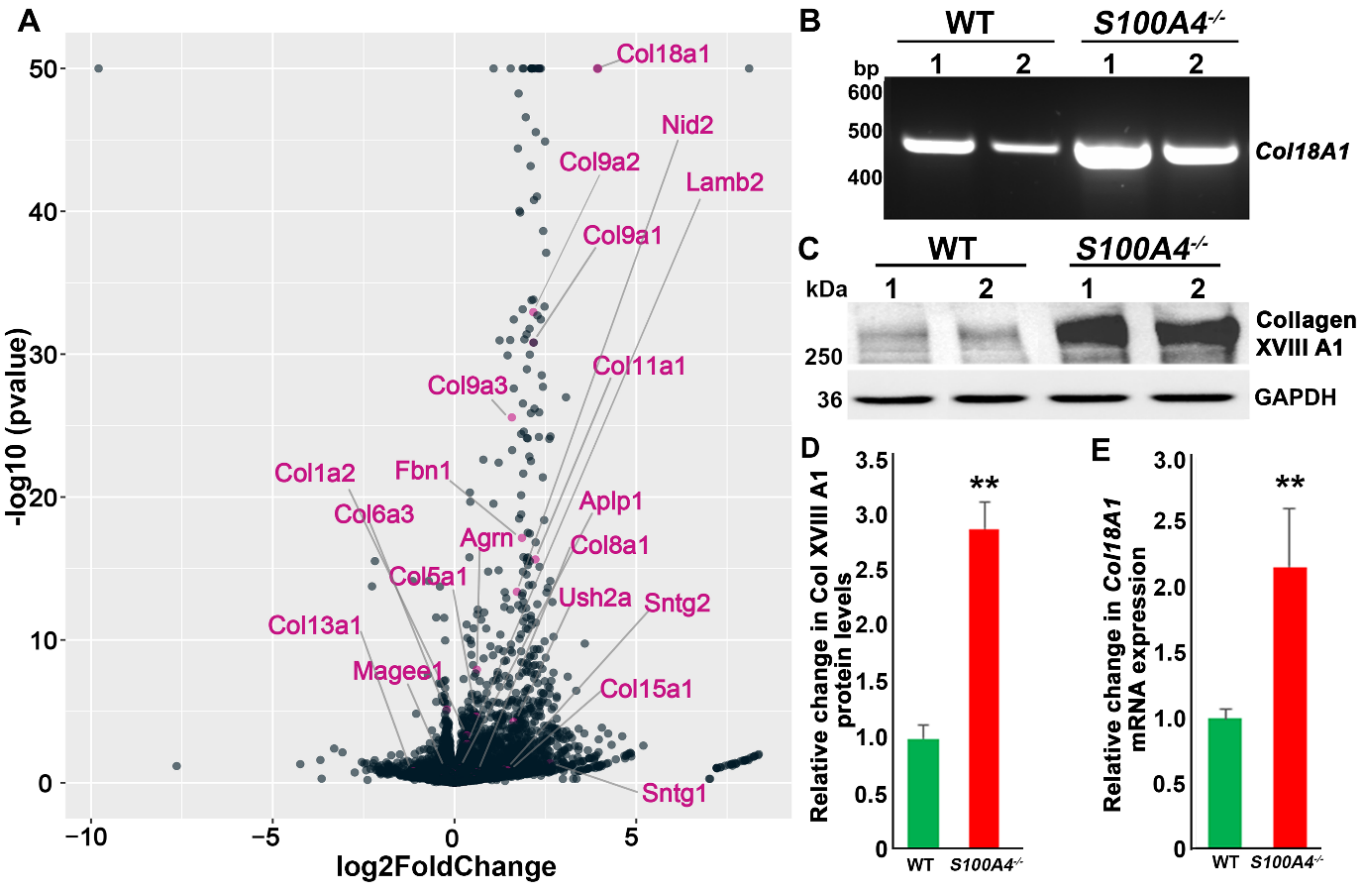

Fig. S6

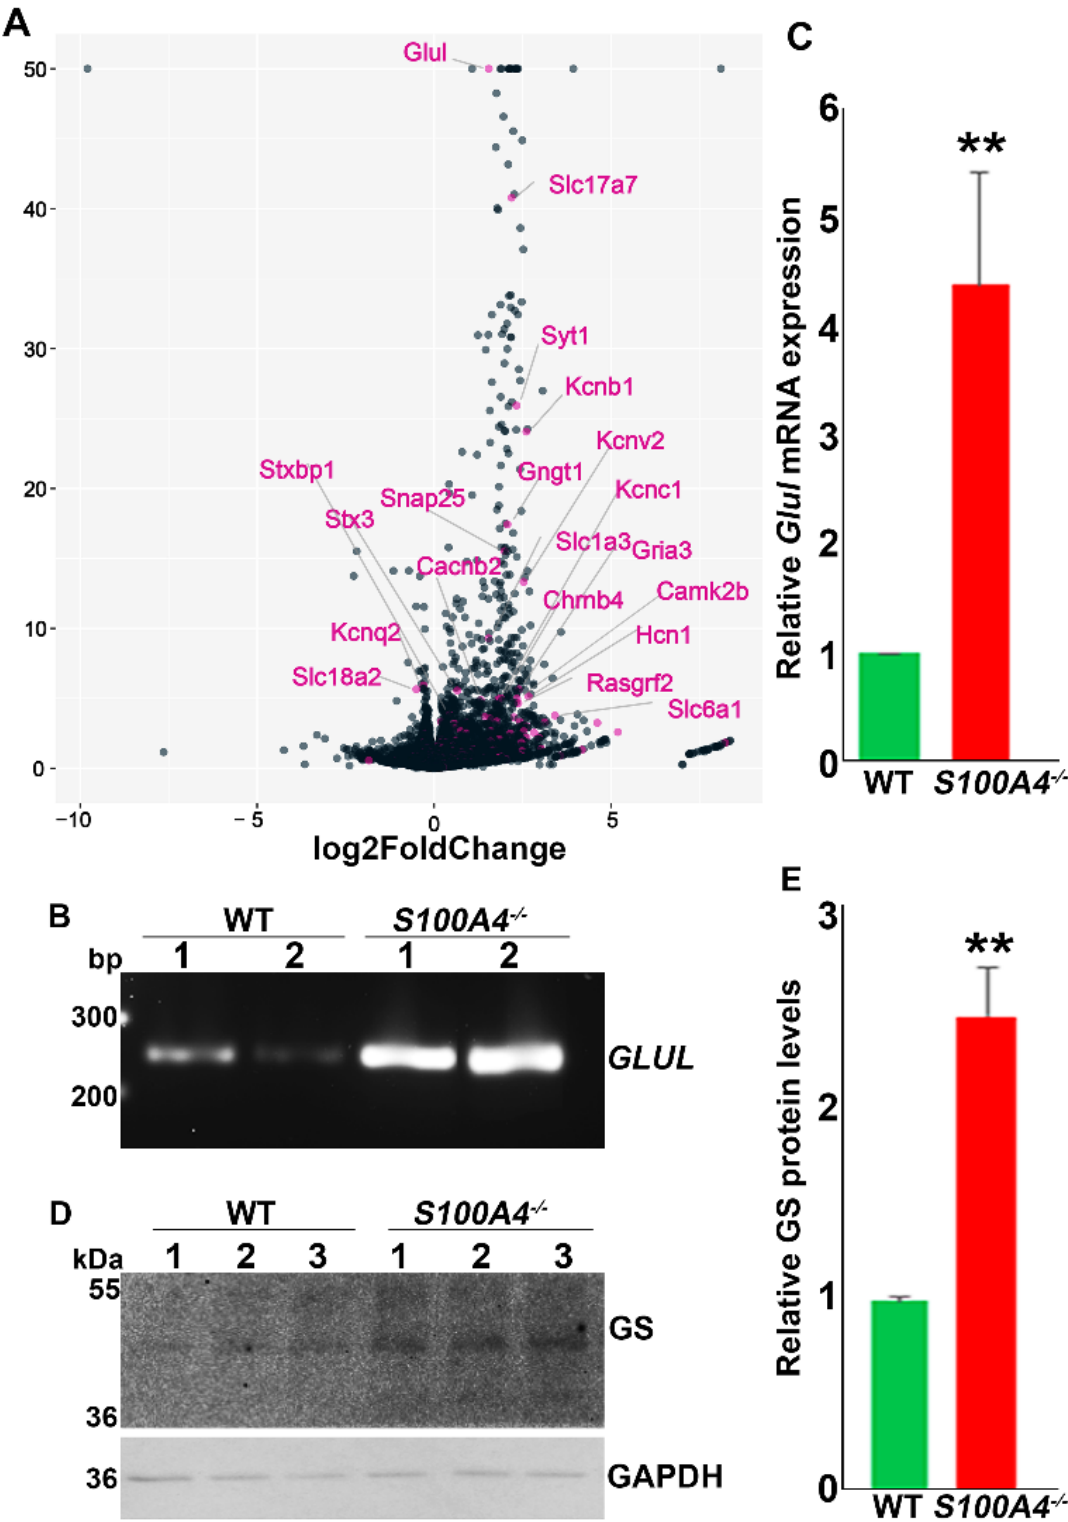

Fig. S7

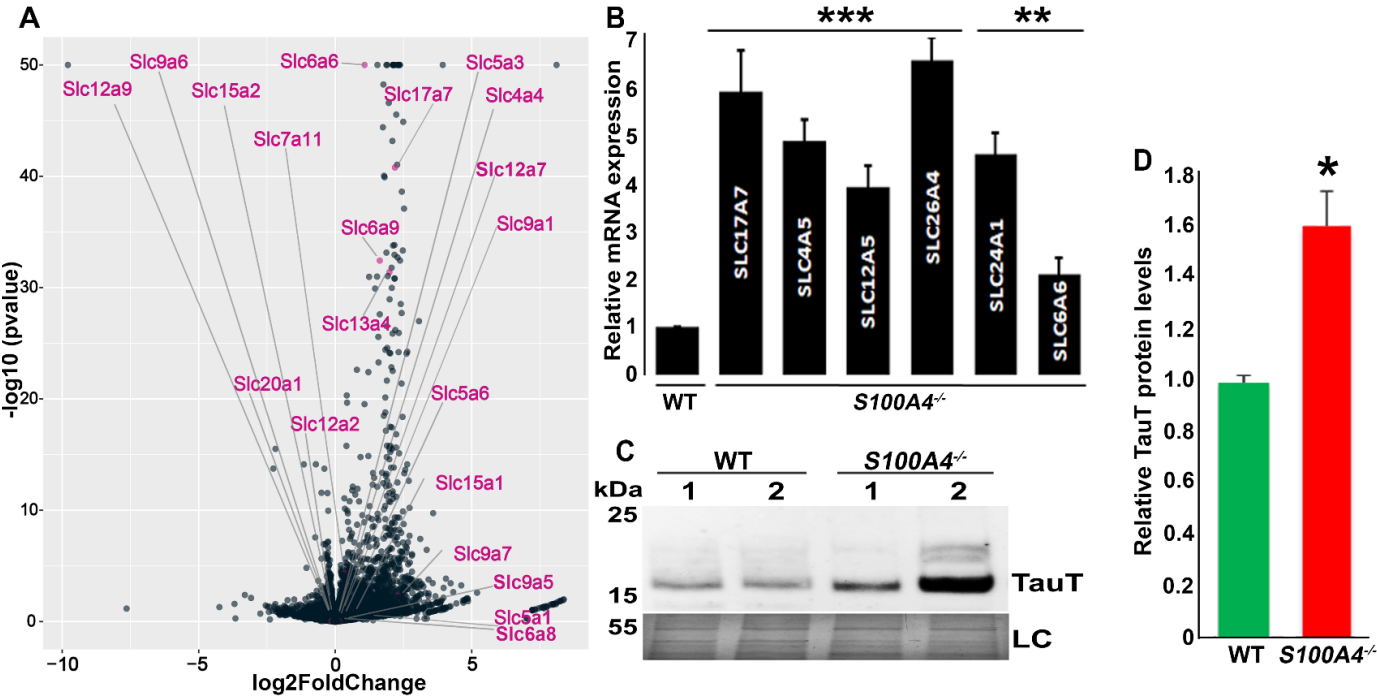

**Table S2.** Upregulated and downregulated genes in *S100A4*<sup>-/-</sup> mouse lenses by the criteria of fold-change  $\geq 2$  and adjusted p-value of  $\leq 0.05$ .

**Table S4.** Oligonucleotide primers used for qRT-PCR and genotyping analyses:**qRT-PCR**

| Accession      | Gene Name | Forward Primer         | Reverse Primer         |
|----------------|-----------|------------------------|------------------------|
| NM_011311.2    | S100A4    | GAGGAGGCCCTGGATGTA     | GCTCCTTGAGCTCTGTCTTG   |
| NM_011312.2    | S100A5    | TTCAGGGAGAGAGGGTAGC    | GCTGCTCTCCTTCATCTTCTC  |
| XM_006505861   | RHO       | CAGAAGGCAGAGAAGGAAGTC  | CTGGTGGGTGAAGATGTAGAAG |
| NM_008140      | GNAT1     | GACGACGAAGTGAACCGAAT   | GTTGAGGAAGAGCACGATAGAC |
| NM_011881      | GRK1      | GCTGAAGGAAGGGCAGAATAA  | GGCAAAGTAGTCCACAGAGAAG |
| XM_006525880   | PDE6a     | GGCTACCGGAGAATCACTTAC  | GTGAAGTACCGTTTCAGCTTTC |
| NM_012065      | PDE6g     | GGTGATAGGAGGACCAGTCA   | CCCTTGCACGCCTTTCT      |
| XM_017313271   | SLC24A1   | AGAGGAGGAAGATGAGGAAGAG | GGCAGGAGGAAGAGGTAGAT   |
| XM_006503709   | CNGA1     | GGTGGCAGATGACGGAATTA   | AGCCTTGCTGCCTTTGATA    |
| NM_001165934   | RGS9      | GGTGTCTCTTGGAGGAATTGT  | AACTGGGTGTCGTCTGTTATC  |
| XM_006523462   | GUCA1B    | CACATCCCTGCTACTGATACAC | GCCTTCACCAGCCAATCT     |
| NM_001313971   | RDH12     | CTTCACTCGAGAACTGGCTAAG | GCAAACACAGCAGGTAGGA    |
| NM_001159730   | PDC       | CAGACAAATGTCCTCTCCTCAG | GCACTGCCTCCGGTATTT     |
| NM_001271916   | NRL       | GTTGGGCTCCACACCATAC    | GCCAGCCAATATAGCTCCTC   |
| NM_009073      | ROM1      | TGGTGGGCTGAAAGACATAC   | CTTGGGAGGTTCTTCATCTGG  |
| NM_009038      | RCVRC     | GTGCTGGAGATCGTCATGG    | GATCTTCTCAGCCCGCTTT    |
| NM_008806      | PDE6b     | CTATACTGTCCGGGCCTATCT  | GTTCGTGGGCCTGAGTATG    |
| NM_001113330   | CRX       | GGCTGTCCCATACTCAAGTG   | GCATACACATCCGGGTACTG   |
| NM_053245      | AIPL1     | GGAGGTTGAGTGGCTGAAG    | CTGGGTGGTGTCTGTAAGATG  |
| NM_013833      | RAX       | CCCAAGGAGCAAGGAGAAG    | AGCTCGTGCAGTTGGTAAG    |
| NM_013708      | NR2E3     | GGATGTGCCCAGTGGATAAG   | CGAGGTTGGCGCTCATT      |
| NM_008938      | PRPH2     | CCAGAAGAAGCGGGTCAAG    | CCAAGCTGAAGAGGACGATG   |
| NM_054095.2    | NeCab2    | CCCTACTCCTCCCTACATCC   | CCAGCCCATCCTCCTTTG     |
| XM_006513174   | Col18a1   | CACCCTCTCACTTGCTCATAC  | AGGAGGCCTGACCTGTAG     |
| NM_008131      | Glul      | GGTTTGAATGGAGCAGG      | TTCCAGATAGGACCCTGTGAG  |
| NM_013708      | NR2E3     | GGATGTGCCCAGTGGATAAG   | CGAGGTTGGCGCTCATT      |
| NM_001290646   | LHX2      | CGTCCATCAGCAGTGACC     | CAGCAGAGCCTCGAAGTG     |
| NM_182993.2    | SLC17a7   | GGTCTTTGCTTCGGGAGAG    | CAGCCTCGTCTCCATTTT     |
| NM_001166067.1 | SLC4a5    | GGCTCTGTGCTCCTTCAC     | TGGTCTCCGTCTCCATCTT    |
| NM_144813.1    | SLC24a1   | TCCTCCCAGCAGCCTATTA    | GCATCCCATCCTCCACTTC    |
| NM_011867.3    | SLC26a4   | CCGAACCTCCCGGTGAAAG    | CGCAATGACCTCACTCCTAC   |
| NM_020333.2    | SLC12a5   | CGGGCAGAGGAGTCTATCA    | GGTGGGACACACCATCAC     |
| NM_009320      | SLC6A6    | ACCCAGGCAGTCTGAAATG    | GGGAAAGTAGCGGTGAAGTAG  |
| GU214026       | GAPDH     | GGAGAAACCTGCCAAGTATGA  | CCTCAGTGTAGCCCAAGATG   |
| NM_001286481   | OTX2      | GAGGGAAGAGGTGGCACTGA   | GACGCTGGGCTCCAGATAGA   |
| NM_011839.4    | MAB21L2   | CTCAGGCCAAGCTGGTTTA    | TCCCATCTGGTTGAGGTAGA   |
| NM_178703      | SLC6A1    | CATGTCACCAAGAGGTCCATAG | GTTAGACAGGCCAATCAGGTAG |

**Genotyping**

| Accession | Gene Name | Forward Primer       | Reverse Primer       |
|-----------|-----------|----------------------|----------------------|
| 20198     | S100A4    | AGCTGGGGTTTTTCCACTTT | ATCCAACCCTTCATGGACAG |

**Table S5.** Details of primary and secondary antibodies used for immunoblotting (IB) and immunofluorescence (IF) analyses

| <b>Antibodies</b>                                            | <b>Cat. No.</b> | <b>Source</b>                                                   | <b>Dilution (IB)</b> | <b>Dilution (IF)</b> |
|--------------------------------------------------------------|-----------------|-----------------------------------------------------------------|----------------------|----------------------|
| FSP1/S100A4 Rabbit Polyclonal Ab                             | 07-2274         | Millipore Sigma Life Science Center, Burlington, MA             | 1:1000               | 1:250                |
| S100A5 Rabbit Polyclonal Ab                                  | 17924-1-AP      | Proteintech Group, Inc, Rosemont, IL                            | 1:1000               | 1:250                |
| PDE $\gamma$ -subunit rabbit antibody                        |                 | Gift from R. H. Cote (University of New Hampshire, Durham, NH). | 1:1000               | 1:250                |
| Peripherin rabbit polyclonal antibody                        | PA3-16723       | Thermo Fisher Scientific                                        | 1:1000               |                      |
| GRK1 mouse monoclonal antibody [D11]                         | ab2776          | Abcam.com, Cambridge, MA                                        | 1:1000               |                      |
| Rhodopsin Mouse monoclonal antibody                          | ab98887         | Abcam.com, Cambridge, MA                                        | 1:1000               |                      |
| GNG $\alpha$ 1 (2G11) Goat polyclonal                        | c-20            | Santa Cruz Biotechnology, Inc. Dallas, TX                       | 1:1000               |                      |
| Transducin G $\alpha$ t rabbit polyclonal Antibody           | SC-389          | Santa Cruz Biotechnology, Inc. Dallas, TX                       |                      | 1:250                |
| Glutamine Synthetase mouse monoclonal ab                     | 610517          | BD Transduction Laboratories™ San Jose, CA                      | 1:1000               |                      |
| Collagen XVIIIA1 rabbit polyclonal antibody                  |                 | Gift from Takako Sasaki PhD, OITA University, Japan.            | 1:2000               |                      |
| GAPDH mouse monoclonal ab                                    | 60004-1         | Proteintech Group, Chicago, IL                                  | 1:8000               |                      |
| Histone H2B                                                  | 8135S           | Cell Signaling Technology, Danvers, MA                          | 1:3000               |                      |
| Hoechst 33258, pentahydrate (bis-benzimide)                  | H21491          | Molecular Probes, Inc. / Thermo Fisher Scientific. Eugene, OR   |                      | 1:5000               |
| Phalloidin–Tetramethyl rhodamine B isothiocyanate (TRITC)    | P1951           | Sigma/Aldrich, St. Louis, MO                                    |                      | 1:500                |
| Tri-Methyl-Histone H3 (Lys27) (C36B11), rabbit monoclonal Ab | 9733            | Cell Signaling Technology, Danvers, MA                          |                      | 1:500                |
| SLC6A6 Rabbit polyclonal antibody                            | A14783          | ABclonal Technology, Woburn, MA                                 | 1:1000               |                      |

**Secondary antibodies for immunofluorescence analyses:**

| <b>Antibodies</b>                     | <b>Cat. No.</b> | <b>Source</b>                                        | <b>Dilution</b> |
|---------------------------------------|-----------------|------------------------------------------------------|-----------------|
| Alexa Fluor™ 488 goat anti-Rabbit IgG | A11077          | Invitrogen / Thermo Fisher Scientific. Rockford, IL, | 1:400           |
| Alexa Fluor™ 568 goat anti-Rabbit IgG | A11004          | Invitrogen / Thermo Fisher Scientific. Rockford, IL, | 1:200           |
| Alexa Fluor™ 568 rabbit anti-goat IgG | A11079          | Invitrogen / Thermo Fisher Scientific. Rockford, IL, | 1:200           |

# Supplementary material for: Absence of S100A4 in the mouse lens induces an aberrant retina-specific differentiation program and cataract
**Source:** Sci Rep. 2021 Jan 26;11:2203. doi: 10.1038/s41598-021-81611-y

**Absence of S100A4 in the mouse lens induces an aberrant retina-specific differentiation program  
and cataract**

Rupalatha Maddala<sup>1\*</sup>, Junyuan Gao<sup>2</sup>, Richard T. Mathias<sup>2</sup>, Tylor R. Lewis<sup>1</sup>, Vadim Y. Arshavsky<sup>1, 3</sup>,  
Adrian Levine<sup>4</sup>, Jonathan M Backer<sup>4, 5</sup>, Anne R. Bresnick<sup>4</sup>, and Ponugoti V. Rao<sup>1, 3\*</sup>

Original immunoblot images used in the manuscript

Fig. 1B

S100A4 in lens Fiber mass and Epithelium

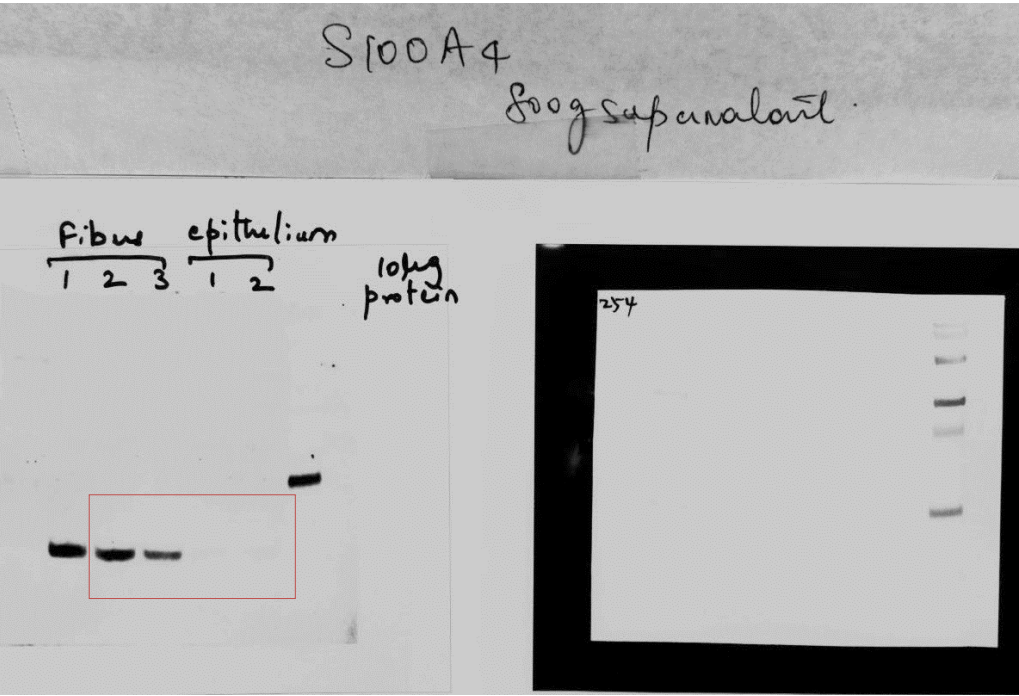

GAPDH in lens Fiber mass and Epithelium

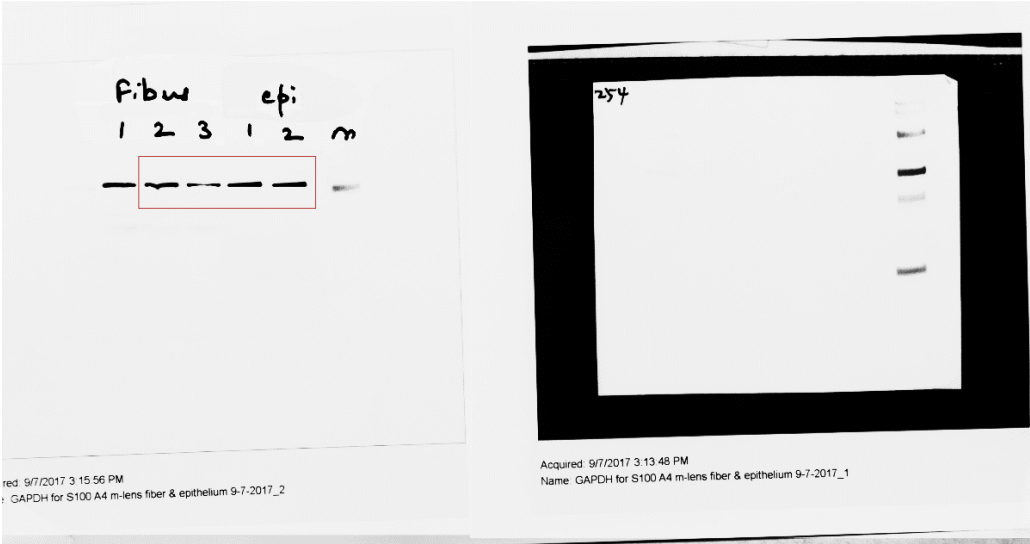

Fig. 1C

S100A4 in soluble and membrane fractions

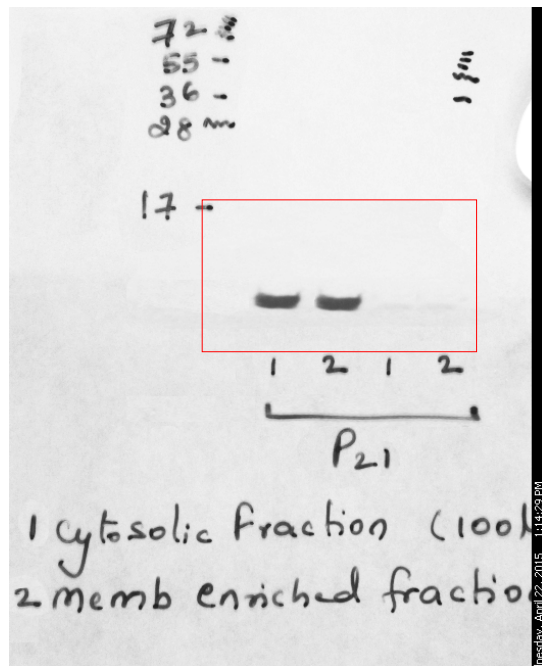

Loading controls for soluble and membrane fractions

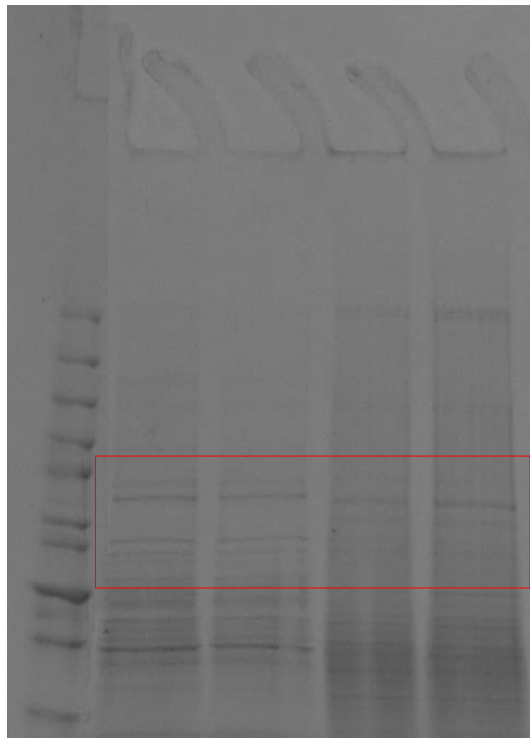

Fig. 4B

S100A5 and GAPDH in P30 *S100A4*<sup>-/-</sup> and WT lenses

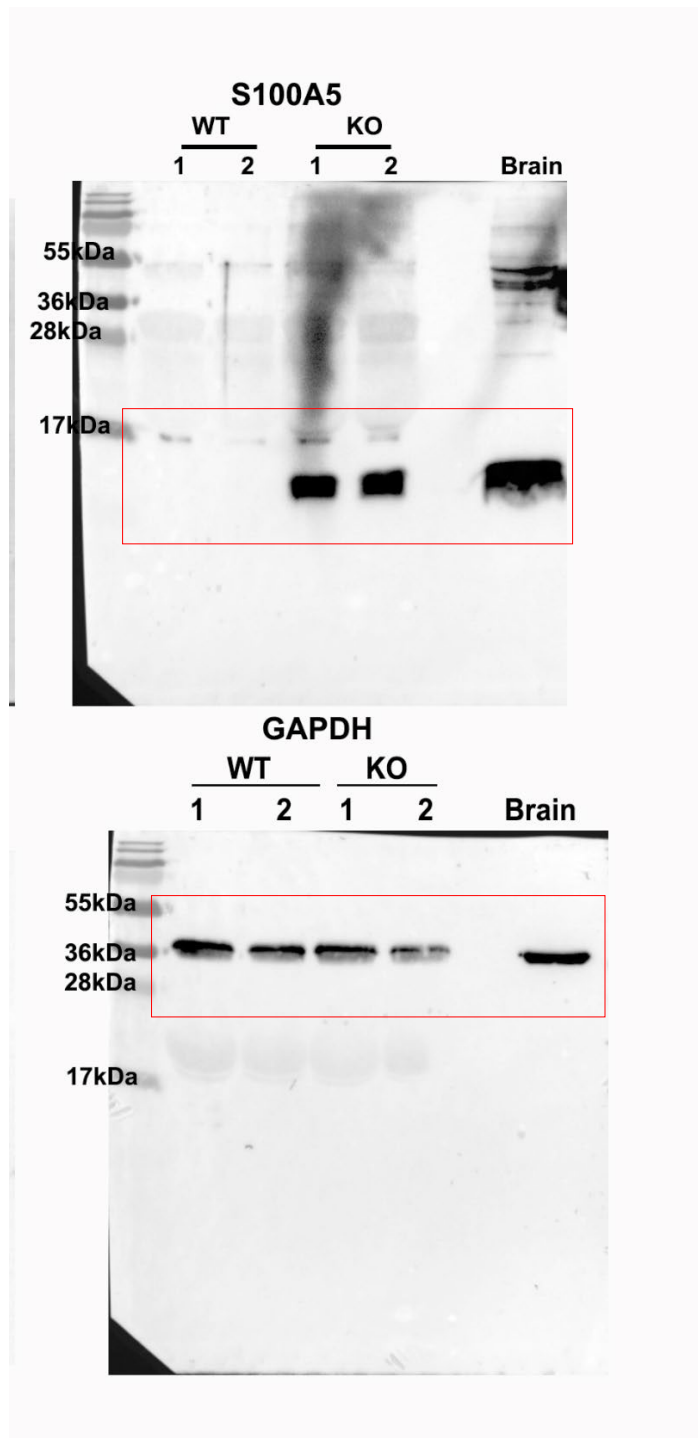

Fig. 5D

Photoreceptor specific proteins in *S100A4*<sup>-/-</sup> lens lysates

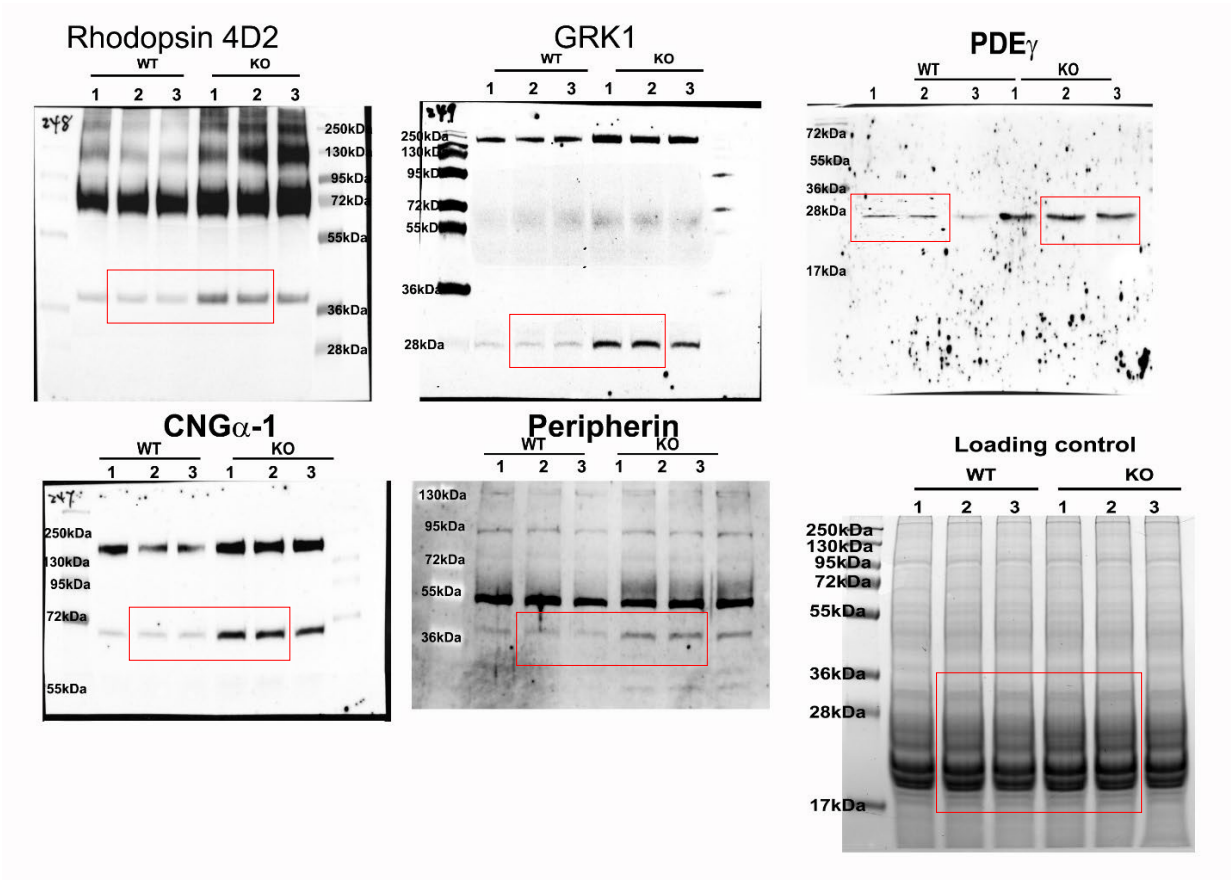

**Fig. S1A**

**S100A4 was not detected in the nuclear fraction of the mouse lens fibers**

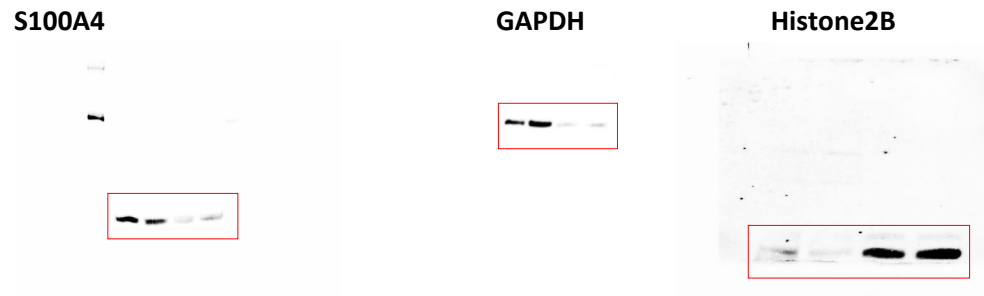

**Fig. S1B**

**S100A4 was not detected in the conditioned medium of mouse lens.**

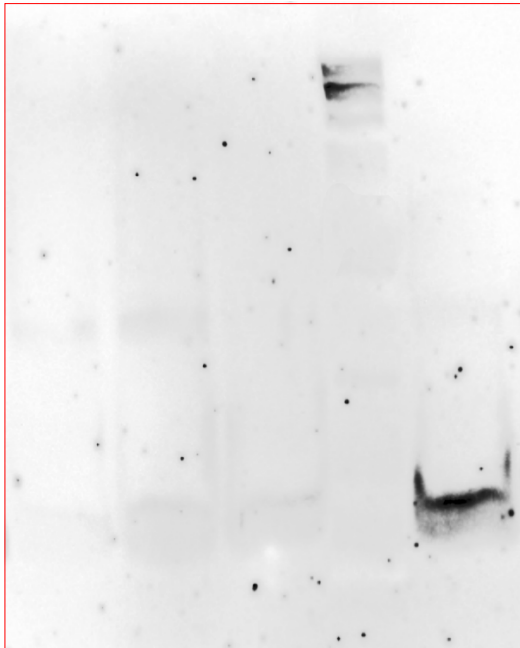

**Fig. S3A**

**Wild type mouse retina does not express S100A4**

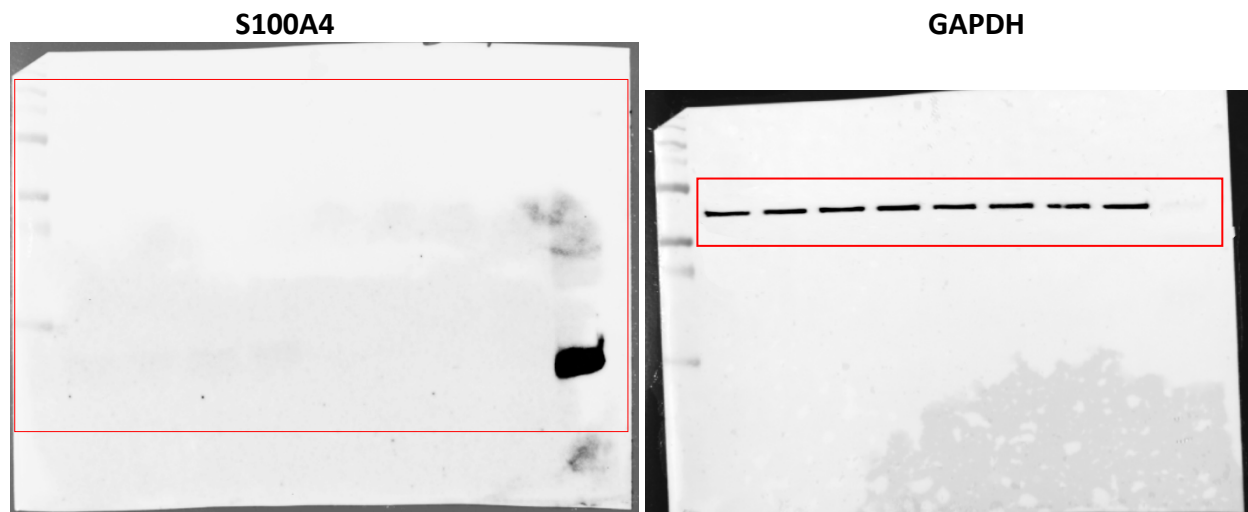

**Fig. S3B**

**Wild type mouse retina does not express S100A5**

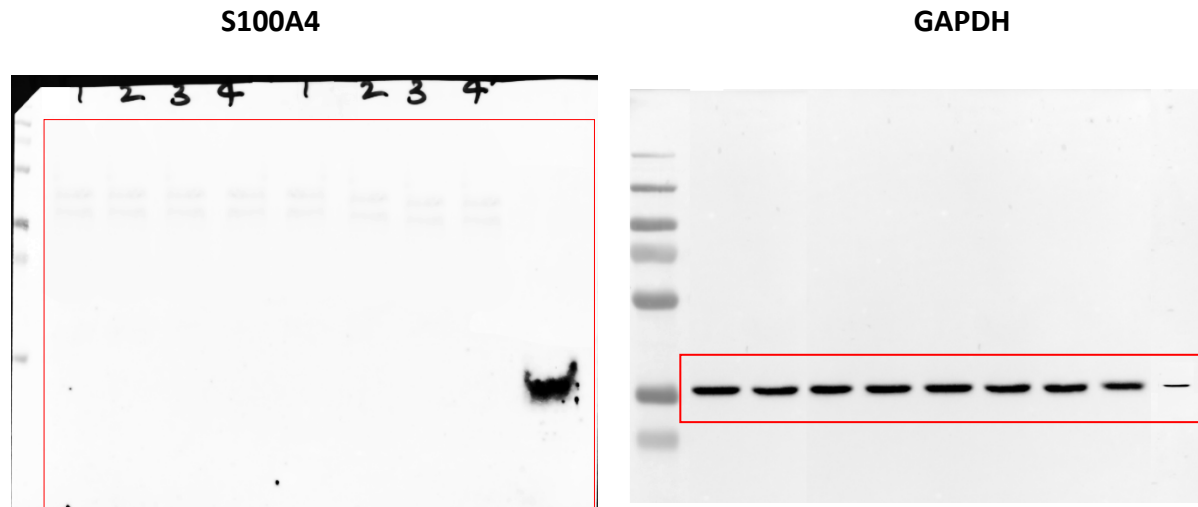

**Fig. S5C**

**Upregulation of Collagen XVIII A1 in *S100A4*<sup>-/-</sup> mouse lenses.**

**Collagen XVIII A1**

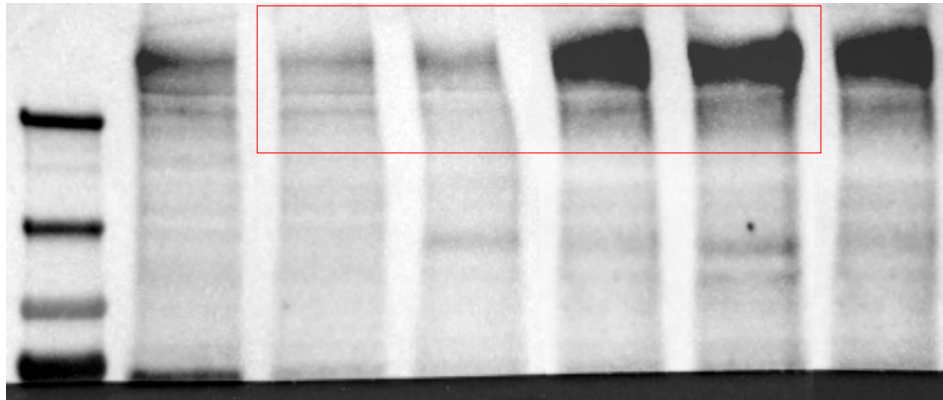

**GAPDH**

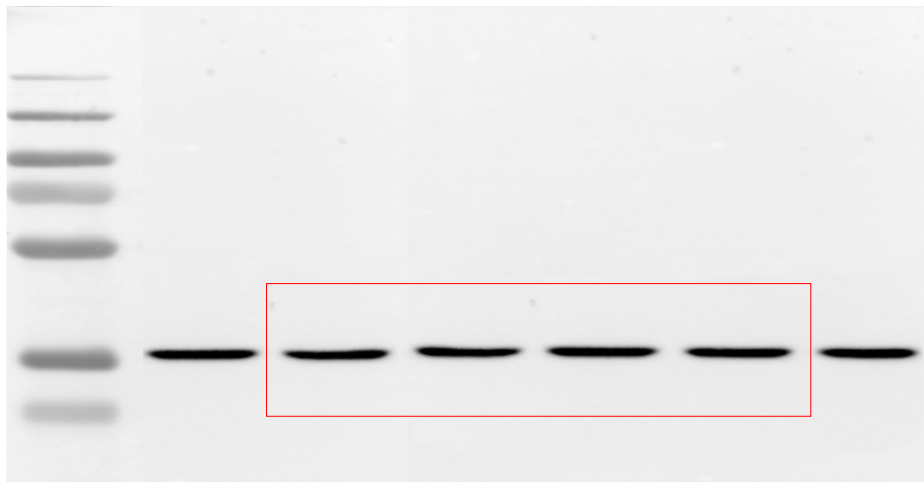

**Fig. S6D**

**Induction of Glutamine Synthetase in *S100A4*<sup>-/-</sup> mouse lens**

**Glutamine Synthetase**

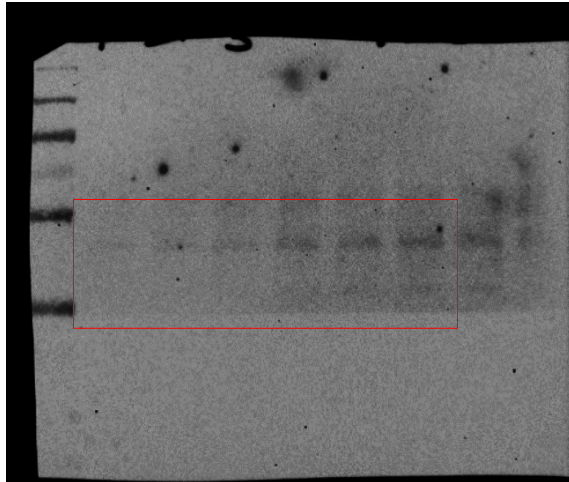

**GAPDH**

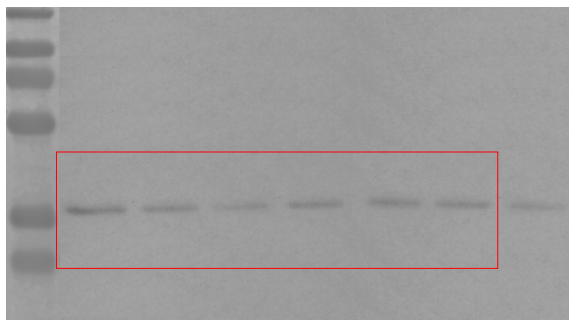

**Fig. S7C**

**Upregulation of TauT protein in *S100A4*<sup>-/-</sup> lenses**

**TauT**

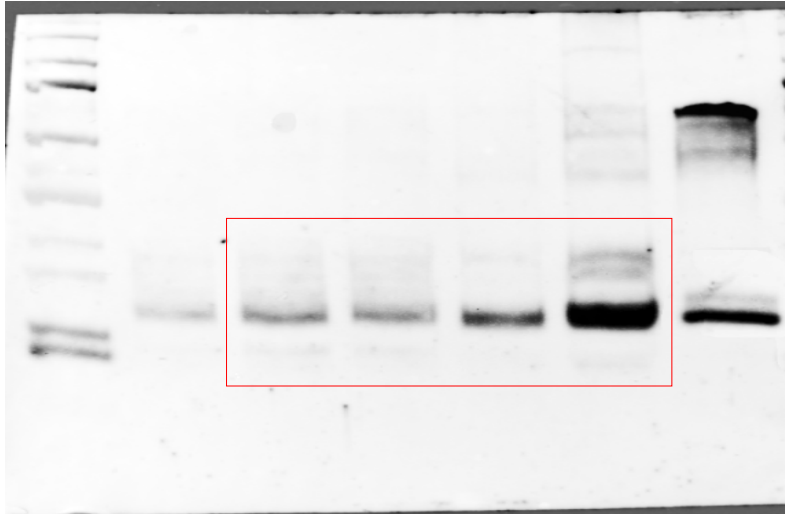

**Loading Control**

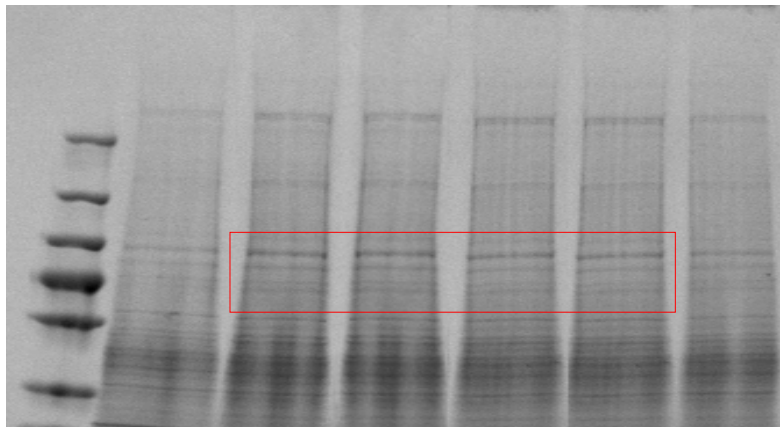

**Supplement:** Supplementary file 4 — Supplementary Information 4.

How the deposited data were processed for this re-analysis (not part of the article)

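RNA of P30 mouse lenses was measured by stranded, single-end mRNA-seq in 4 libraries, 2 of *S100A4*-/- lenses and 2 of WT littermate lenses, each from 6 to 12 pooled lenses. The groups and replicate numbers were taken from the sample labels, and the age and pool size from the paper. The authors trimmed reads with Trim Galore, mapped them with STAR to the mouse genome and transcriptome (GRCm38v73), counted reads of a single genomic locus per gene with HTSeq, kept genes with at least 10 reads in any library and normalized the counts with DESeq2. The signal values the authors deposited are these normalized values, gene counts divided by 1 size factor per library, for 14924 genes, and they are not divided by gene length. The versions of Trim Galore, STAR, HTSeq and DESeq2 that the authors used are not stated in the paper's text. No column of per-sample values was left without a sample (0 columns).

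In each library 100.0% of the values were whole multiples of the value of 1 read (0.856 and 1.01 in the *S100A4*-/- libraries, 1.04 and 1.09 in the WT libraries), so read counts were recovered by division. The recovered totals were 81602367 and 74108017 reads in *S100A4*-/- and 70253985 and 68038158 in WT, and the size factors 1.168 and 0.987 against 0.958 and 0.913. Size factors recomputed from the recovered reads were 1.0000 times the deposited ones in every library. A gene with 0 reads was not detectable below the floor of 3 reads, and floors cover counting error only. There were 13 and 16 genes with no read in the *S100A4*-/- libraries and 79 and 111 in the WT libraries. Of the 14924 genes, 14793 had a name in the deposited table and 14782 matched GENCODE M21 by identifier, from which coordinates on GRCm38 were taken. GC content and exonic length were found for 99.0% of the genes.

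*S100A4*-/- libraries were compared with WT libraries with limma (lmFit and eBayes with a trend of variance with expression) on log2(value + 1), for the 14780 genes with a value of at least 10 in at least 1 library, which left out 144 genes. Adjusted p-values are those of Benjamini and Hochberg over all genes tested, unless they are said to cover a list alone. A gene passed the threshold, as in the paper, with at least a 2-fold change and an adjusted p of at most 0.05. Count tests on the recovered reads, DESeq2's Wald test and edgeR's quasi-likelihood test, were alternatives. Fold changes against a group with at most 3 reads in both libraries are given as lower bounds against the value of 3 reads. Where both libraries had exactly 3 reads, as for *Mef2c*, this is a ratio and not a lower bound. The lower bounds use group means and do not cover the spread between libraries. Principal components used the 500 genes with the largest variance on the log2(value + 1) scale, and clustering used a correlation distance with complete linkage. Leaving out a library leaves a group with a single library, so no test was made there.

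The mapping of samples, the designs, the lists of genes and most alternatives were fixed before the data were examined. The alternatives were pseudocounts of 0.5 and 5, no filter on low values, a mean value of at least 50, TMM factors, scaling to equal totals, quantile normalization, limma without the trend, the replicate number as a block, the count tests, no fold threshold, limma's treat test against a change under 2-fold, and each library left out in turn. The pairing by replicate number comes from the sample labels, and libraries of the same number are pools of different animals. Corrections for GC content and length and thinning of the libraries to equal depth were added after the data were seen. The genes named are those the paper names in its text, its Table 1 or the labels of its RNA-seq figures, the S100 family, and the 10 genes with the largest rise and the 10 with the largest fall among genes past the threshold whose *S100A4*-/- libraries both lie on the same side of both WT libraries. Marker genes of eye cell types were listed by hand, and single markers named outside this rule were chosen after their values were seen.

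The tests were first tested on simulated data, with counts drawn for the real genes from the real means, dispersions and library sizes, and 200 genes with a mean value of at least 50 changed by known fold changes of more than 2-fold. Genes with lower values were not changed, so recovery among them was not tested. Of 14503 simulated genes tested, limma called 201, the 200 changed genes and 1 other, edgeR called 201 with the same numbers, and DESeq2 called 197, all of them changed genes. The tools were R 4.3.3, limma 3.58.1, edgeR 4.0.16, DESeq2 1.42.0, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Gene set enrichment and IPA were not run here. Some genes that the paper names are not reported here, and they were also taken out of the gene lists, the rod markers and Table 1 included, after the results were first computed. The qRT-PCR, immunoblot, immunostaining and ELISA experiments have no values used here.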

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

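Of the tests in this part, those on other retinal cell types, on the replicate pools, on lens fiber markers and on the sex of the pools were set beforehand, and the tests on a shared factor, on markers with low values, on tissues other than retina, on *Dct*, on the size of the sex difference, on depth, on GC content and length and on other splits of the libraries were chosen only after the result was seen. The reading of the tests on other retinal cell types was also changed after their values were seen, from counting against carried-over tissue whenever the bootstrap interval of the difference lay below 0 to leaving the matter open while these markers rose by more than 50% of the rise of rod markers. The readings of the tests on lens fiber markers and on a shared factor were changed in the same way, from counting against a loss of lens RNA and against carried-over tissue to leaving both open. The ciliary body result was restricted to genes not named in the paper's text or figures after its value over all 12 markers, 2.18, was seen.

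Genes of tissues the paper does not discuss were higher in *S100A4*-/- lenses than in the WT libraries. Of 8 pigment-cell markers 7 passed the threshold, with a median log2 fold change of 2.49. *Dct* was at 3.92 (limma, Benjamini-Hochberg adjusted p = 7.41e-20), *Mlana* was at least 7.84-fold higher, *Tyrp1* was at 1.27 and *Oca2* at 0.00. Of 6 ciliary body markers not named in the paper's text or figures, though some stand in its supplementary list of upregulated genes, 5 passed, with a median of 2.25, from *Zic5* at 3.05 down to *Msx1* at 0.11. *Crb1* was at 4.23 (limma, Benjamini-Hochberg adjusted p = 6.56e-09, and 0.0226 by DESeq2), with 171 and 140 reads in the *S100A4*-/- libraries against 17 and 2 in the WT libraries. Leaving out each library in turn moved *Crb1* between 2.95 and 5.51 and *Dct* between 3.67 and 4.17. In these genes both *S100A4*-/- libraries lay above both WT libraries, apart from *Oca2* and *Msx1*.

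A candidate explanation for these rises, and for that of the retinal genes, is RNA of neighbouring eye tissue carried over into the lens pools in a larger amount in the *S100A4*-/- group. Medians of markers of tissues other than retina rose too, as this would predict, but not every marker did. Among the 10 endothelial markers, 6 had both *S100A4*-/- libraries above both WT libraries. Another 2, *Vwf* (−0.38) and *Tek* (−0.24), had both below. The smallest median among pigment-cell, ciliary body, endothelial, macrophage and erythroid markers was 0.92 (erythroid, 1 of 5 genes past the threshold), with 0.99 for endothelial (3 of 10) and 1.30 for macrophage markers (5 of 9, and 2 with DESeq2). These 5 tissues were picked after the values were seen. The 3 other lists of tissues outside the neural retina, left out of the test, were retinal pigment epithelium at a median of 0.83 (2 of 6 past, 1 with DESeq2), smooth muscle at 1.12 (1 of 3 past) and cornea at 0.60 (0 of 2 past, 1 at an unadjusted p under 0.05). Retinal transcripts were also present in the WT libraries. Markers of bipolar, amacrine and ganglion cells, which the paper does not discuss as a program, had a median of 1.51, with 12 of 28 past the threshold (9 with DESeq2) and 18 at an unadjusted p under 0.05. Their median lay below that of rod markers by a difference of −0.44 (95% bootstrap interval −1.27 to −0.17 over 10000 draws), and for the 20 of them with a mean value under 100 the difference was −0.29 (−0.61 to −0.05). These differences do not decide between carried-over tissue and induction, since markers that lens cells also express would rise by less with carried-over tissue as well.

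Further tests did not settle this. A single factor for all 19 rod markers left an SD of 0.40 between their log2 fold changes beyond their standard errors (median standard error 0.13), and 0.26 without *Reep6*. Rod markers thus did not rise by 1 common factor, but markers that lens cells also express would rise unequally with carried-over tissue too. Between the replicate libraries of a group, rod and other retinal markers shifted by at most 0.09 beyond all genes, so differing amounts between single pools were not seen for retina, although pigment-cell and ciliary body markers differed by 0.30 and 0.26 between the WT libraries. This shows only that pools of a group were alike, since a difference in handling between the groups would leave it unchanged. *Dct* rose by 2.05 more than the weighted mean of the rod markers, 1.87, but it was picked as the largest rise among the pigment-cell markers, so this does not decide whether pigment-cell and rod genes shared 1 factor.

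Other technical explanations were tested. The 26 lens fiber markers had a median log2 fold change of −0.04, with 0 past the threshold and 5 at an unadjusted p under 0.05, but this could not show a smaller amount of lens RNA. Genes of the lens make up most of each library, so less lens RNA beside the same RNA of other tissue would raise the latter and leave lens markers near 0. With the libraries thinned to equal depth 528 genes were higher past the threshold, against 539, and the median log2 fold change of the rod markers was 1.96, as before. With the medians of bins of GC content and length taken out of each library 549 genes were higher. This moved the log2 fold change of a gene by at most 0.14 and the rod median to 1.98, and the loess correction moved a gene by at most 0.32 and the rod median to 1.86. The dependence on GC content and length that these corrections take out is thus small beside the rises, and no other form of it was tested. Of the 3 splits of the 4 libraries into pairs, only 1, the real one, gave as many genes past the threshold. The other splits gave 0, with 91 and 219 genes at an unadjusted p under 0.05. With 3 splits this count cannot decide about chance in any data. The limma test is the measure of it, and its simulation gave 1 false call among 201. That simulation drew each gene independently, with no shift shared by the genes of a pool and no change under 2-fold. It thus does not cover such shifts or genes near the threshold. The sex make-up of the pools cannot be shown to be alike, because 4 Y-linked genes together were higher in *S100A4*-/- lenses by 0.54 (log2), with summed values of 1255 and 1234 against 974 and 749. The WT libraries differed in this by 0.38 and the *S100A4*-/- libraries by 0.02, while *Xist* was at 4685 and 3307 against 3426 and 3784. A larger share of males would raise no gene by more than a male-only gene. The median of the rod markers exceeded the rise of the Y-linked sum by 1.41 and that of *Eif2s3y*, the largest of the 4 at 0.88, by 1.07, so the sex make-up could add only a part of rises of that size.

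The rise of retinal, pigment-cell and ciliary body genes may thus reflect induction in *S100A4*-/- lens cells, as a hypothesis. In these data it cannot be told apart from RNA of neighbouring tissue, in a larger amount or beside less lens RNA. Markers of 5 tissues other than retina, picked after their values were seen, were also up by a median of 0.92 or more. Of the lists left out, smooth muscle was at 1.12, and retinal pigment epithelium (0.83) and cornea (0.60) were lower. The paper has other evidence for a rise within the lens. It reports stronger staining of PDEγ and transducin in sections of *S100A4*-/- lenses, and higher levels of retinal products by immunoblot and qRT-PCR. Those experiments have no values used here, so the limit above holds for the RNA-seq libraries only.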

How the results depend on the processing

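The corrections for GC content and length and the thinning to equal depth were chosen only after the data were seen, and the correction by medians of bins replaced a loess correction after the effect of the latter was seen.

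The excess of genes higher over genes lower kept its direction under every alternative. The 539 genes higher stayed within 1.5 times that number with pseudocounts of 0.5 (528) and 5 (541), no filter (542), TMM factors (536), scaling to equal totals (538), quantile normalization (376), edgeR (553), DESeq2 (421), thinning (528) and the bin correction for GC content and length (549). The number became 281 with a mean value of at least 50, 174 for limma without the trend, 831 with no fold threshold and 168 with limma treat. The 11 genes lower became 6 with a mean value of at least 50, 23 with quantile normalization, 7 for limma without the trend, 6 with DESeq2, 197 with no fold threshold and 3 with limma treat. The causes of these moves were not tested, apart from the filter, which removes 258 of the 539 genes, those with a mean value under 50.

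The loess correction for GC content and length gave 577 higher and 36 lower, but moved the median log2 fold change of all genes to −0.13. With the fold measured from that median, 610 genes were higher and 28 lower.

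The replicate number was also fitted as a block, which gave 576 genes higher and 15 lower. Deviations of same-numbered libraries from their group means had a correlation across genes of 0.012 (14780 genes) and of 0.056 over genes with a mean value of at least 50 (11340 genes), so the numbers did not pair the libraries.

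Limma without the trend also lowered the counts of the lists, to 23 of the 39 Table 1 genes examined, 5 of the 12 Müller cell genes, 6 of the 12 solute carrier genes and 9 of the 15 extracellular matrix genes. Under the other alternatives fitted for these lists, from the pseudocounts to the count tests, the 4 counts stayed within 1.5 times the reported ones, with 38, 10 and 9 for the first 3 at a mean value of at least 50. Of the 92 chromatin regulators, 0 passed as reported (11 at an unadjusted p under 0.05). With no fold threshold 2 of them passed and with the loess correction 1, and 0 passed under the other alternatives with a test. The median log2 fold change of the Table 1 genes, 2.01, was 1.92 with a pseudocount of 5 and 1.87 with quantile normalization. It ranged from 1.95 to 2.07 across the 4 fits that each left out a library.

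Of genes at least 2-fold lower with no test, reported as 140, there were 45 with a pseudocount of 5, 6 with a mean value of at least 50 and 394 with quantile normalization, and from 196 to 223 across the fits that each left out a library. Of genes at least 2-fold higher with no test, 1001 as reported, there were 281 with a mean value of at least 50 and from 1047 to 1085 with a library left out. With a pseudocount of 5 the number at least 2-fold higher with no test was 751, and with quantile normalization it was 721. The log2 fold change of *S100a4* ranged from −9.85 to −9.55 and that of *S100a5* from 7.88 to 8.01 with a library left out. The first principal component, 74.4%, held 69.7% with a pseudocount of 0.5, 90.0% with a pseudocount of 5, 63.0% over all genes, 72.5% with unit variance per gene and 73.2% without *S100a4* and *S100a5*. The cause of these moves was not tested.

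Among 166 single genes followed under the alternatives, 97 results in 74 genes kept their direction and no longer passed, 71 of them for limma without the trend, 10 with quantile normalization and 8 with DESeq2. There were 2 results that passed only under an alternative, both of *Gucy1a2*, and 2 that reversed, both with quantile normalization, *S100a7a* at −0.52 and *Oca2* at −0.02. With a library left out no test is possible, and the direction changed only for *S100a7a*, *Oca2* and *Xist* among the genes followed.

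Depth limits the genes with few reads. Of the 539 genes higher, 34 had at most 3 reads in both WT libraries. Only lower bounds of their folds can be given, unless both counts were exactly 3, as for *Mef2c*.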

Differences from the paper's values

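No test in this part was chosen only after the result was seen.

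The second principal component held 16.5% of the variance against the paper's 4%. None of the alternatives set before the data were examined closed the gap, and the nearest was a pseudocount of 5, with 6.2%.

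There were 11 genes lower past the threshold against the paper's 5. With a mean value of at least 50 (6 genes), limma without the trend (7 genes) and DESeq2 on the recovered reads (6 genes) the number was within 1.5 times the paper's. With pseudocounts of 0.5 and 5, no filter, TMM factors, equal totals, quantile normalization, the replicate block and edgeR it was not.

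The log2 fold change of *Col18a1* was 2.32, while the paper shows about 3.9 in Supplementary Fig. S5A, read by eye. None of the alternatives set before the data were examined closed the gap.

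In Table 1 the paper's fold change is 2.0 for *Esrrb* and 2.0 for *Lhx2*, and the values here were 4.0 and 3.9, or 2.01 and 1.96 as log2 fold changes. None of the alternatives set before the data were examined closed either gap, while both log2 fold changes here are close to the printed 2.0. Over the 39 genes of Table 1 examined, the ratio of the fold change here to the paper's ran from 0.95 to 2.02.

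The paper lists *Gstt1* among the downregulated genes in its Supplementary Table S2, and here *Gstt1* was higher, at 120.3 ± 33.3 (SD, n = 2) in *S100A4*-/- and 56.7 ± 0.39 (SD, n = 2) in WT lenses (log2 fold change 1.05, limma, Benjamini-Hochberg adjusted p = 0.0019). The paper ranks retinal transcription factors among the most significantly upregulated genes, and by limma's p-value the 9 examined ranked from 41 (*Nrl*) to 259 (*Otx2*) among the 539 genes higher. The paper shows *Gnb1* and *Gnb5* among the phototransduction genes of Fig. 5A, and here their log2 fold changes were 0.19 and 0.57, under the 2-fold threshold. The paper names *Cacng3* and *Gucy1a2* among the upregulated genes, and neither passed with limma (adjusted p = 0.0897 and 0.117). *Gucy1a2* passed with edgeR (adjusted p = 0.0231) and with DESeq2 (adjusted p = 0.0489), and *Cacng3* with neither.

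Genes labelled in Fig. 6A and Supplementary Fig. S5A that did not pass here were *Pde1c*, *Rapgef3*, *Cacng3*, *Edn2*, *Tgfb3*, *Trnp1*, *Stx3*, *Lamb2*, *Agrn*, *Col1a2*, *Col5a1*, *Col6a3*, *Col8a1*, *Col13a1* and *Col15a1*. With no fold threshold, *Gnb1*, *Gnb5*, *Pde1c*, *Trnp1*, *Stx3*, *Lamb2*, *Agrn*, *Col1a2* and *Col5a1* passed in the upward direction. *Tgfb3* (−0.24) and *Col6a3* (−0.21) passed there in the downward direction.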

Other observations

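The tests on the neighbours of *S100a4* and *Dynlt1b* in this part were chosen only after the result was seen, and the lists of marker genes were written in advance.

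*S100a5* rose in the lenses in which the neighbouring *S100a4* is modified. A candidate explanation is an effect of the modified locus on nearby genes. Of the 5 other S100 genes analysed within 100 kb of *S100a4*, 0 passed the threshold, and 2 had an unadjusted p under 0.05. A stretch of chromosome 3 that differs between the groups was tested as well. Within 5 Mb of *S100a4*, 4 of 151 genes passed the threshold (2.6%, *S100a4* and *S100a5* left out), against 3.7% of the genes elsewhere (Fisher's exact test, 2-sided, p = 0.66). Neither test shows an effect on the region as a whole. An effect that reaches *S100a5* alone, whose start lies 2477 bases beyond the end of *S100a4*, could not be tested with these libraries and stays open beside a regulation of *S100a5* by the loss of S100A4.

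*Dynlt1b* fell to a log2 fold change of −2.18. A strain variant in the region around *Dynlt1b*, or a different number of its near-identical copies, could give such a fall. Of 14 other genes tested within 1 Mb, 0 were lower past the threshold and 1 was lower at an unadjusted p under 0.05. *Tmem181b-ps* was lower past the threshold (−1.43, limma, Benjamini-Hochberg adjusted p = 0.0264). It had no coordinates here, so a window by position could not count it. Because only reads of a single genomic locus were counted, this test cannot exclude a variant of *Dynlt1b* itself, and the fall cannot be told apart from it.

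The markers of the lens itself stayed near their WT levels. The 26 lens fiber markers had a median log2 fold change of −0.04. The 4 lens epithelium markers had a median of −0.10, with 0 past the threshold and 2 at an unadjusted p under 0.05. Of 12 cone markers 5 passed with limma and 0 with DESeq2 (6 at an unadjusted limma p under 0.05), with a median of 1.11. Of 19 rod markers 18 passed with either test, with a median of 1.96. Whether cone and rod markers differ was not tested.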
